# Chromatin interaction-based annotation of regulatory elements reveals dynamic promoter-enhancer interactions in lymphocyte development

**DOI:** 10.1016/j.isci.2025.112855

**Published:** 2025-06-09

**Authors:** Johanna Tingvall-Gustafsson, Christina T. Jensen, Jonas Ungerbäck, Mikael Sigvardsson

**Keywords:** Chromosome organization, Molecular genetics, Epigenetics, Components of the immune system

## Abstract

Stage- and lineage-specific gene expression patterns are controlled by a complex interplay between transcription factors, the epigenetic landscape, and the three-dimensional (3D) structure of the DNA. The 3D structure allows for the formation of DNA loops that juxtaposition distal regulatory elements to the promoters, allowing for tight control of gene expression. Developing a tool to facilitate the exploration of complex gene regulatory networks based on chromosome configuration data in early lymphocytes, we show that lineage-specific transcription factors target regulatory elements annotated to both lineage-specific and broadly expressed genes. Several regulatory elements annotated to lineage-specific genes were also annotated to alternative promoters in a context-dependent manner, revealing a highly complex interplay between promoters and DREs in early lymphocyte development. These data highlight how efficient annotation procedures for linking distal regulatory elements to target genes provide valuable insights into gene regulatory networks.

## Highlights

• ICE-A interaction-based annotation facilitates gene regulatory network exploration
• Lineage-specific TFs target both lineage-restricted and broadly expressed genes
• Lymphocyte development is associated with a highly dynamic genome 3D organization
• EBF1 is a key mediator of the promoter-enhancer landscape in B cell development

## Introduction

Differentiation of hematopoietic stem cells into highly differentiated blood cells requires the orchestrated action of transcription factors (TFs), establishing gene regulatory networks (GRNs). The TF networks that control the separation of the B- and T-lymphoid lineages have been extensively studied, and several key regulators of fate determination have been identified. T-lineage cell fate is dependent upon the TFs TCF7, GATA3, and BCL11B, which act in a functional hierarchy to activate T-lineage-specific gene expression programs and establish a stable commitment to the T-lineage cell fate.^1^^,^^2^^,^^3^^,^^4^^,^^5^ In a similar manner, the TFs TCF3, EBF1, and PAX5 act in a functional hierarchy to establish B-cell fate in lymphoid progenitors.^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^12^ While several key regulators of lymphoid cell fate determination have been identified, it remains to be resolved how these factors regulate transcription from target genes to drive lineage commitment and dictate the cell fates of multipotent progenitor cells. Although the binding sites for TFs in the genome can be identified, most of these cannot easily be assigned to any specific target gene using conventional annotation approaches.^6^^,^^8^^,^^10^^,^^11^^,^^13^

Regulatory elements make up around 6% of the human genome, and it has been estimated that each promoter can interact with on average 5–50 distal regulatory elements (DREs).^14^^,^^15^ While most of the regulatory elements that affect transcription in budding yeasts are located within a few hundred base-pairs (bp) of their target promoters,^16^ DREs located several kilobases (kb) from their promoter elements have been identified in Drosophila.^17^ These elements are, however, mainly acting on proximal genes.^17^ In mammals, it has been estimated that the average distance between promoters and DREs lies in the range of 100–500 kb,^14^^,^^18^^,^^19^^,^^20^ and only 27%–60% of these DREs act on their most-proximal promoter.^21^^,^^22^^,^^23^ It has been suggested that the ability of DREs to act over such long distances reflects the fact that the genome is arranged in a highly organized and dynamic three-dimensional (3D) architecture.^24^^,^^25^ This architecture comprises large-scale structures of chromosomal territories, compartments and topologically associated domains (TADs), as well as the smaller-scale structures of chromatin loops.^26^^,^^27^ These structures can serve to connect physically various DREs, such as enhancer elements, to promoters,^28^^,^^29^ and it has been proposed that they are important for functional gene regulation.^30^^,^^31^^,^^32^^,^^33^ Even though the classical model for static promoter enhancer interactions is challenged,^34^^,^^35^^,^^36^ most models predict that the functional interplay between regulatory elements involves proximity in a 3D space at some point in the activation process.^29^

Even though it is well established that DREs in human and mice act over long distances and not always at the most-proximal gene,^21^^,^^22^^,^^23^ the standard methods used for the annotation of DREs to target genes are based on proximity on the linear DNA strand. Improvements have been made to the standard proximity-based annotation to facilitate the annotation of more distal peaks. This includes the use of the Genomic Regions Enrichment of Annotations Tool (GREAT),^37^ which by introducing a concept of gene regulatory domains surrounding the transcription start site (TSS) and extending the annotation to domains of neighboring genes, allows for increased inter-element distances and the assignment of more than one gene for each DRE. However, all proximity-based methods are highly dependent upon the local gene density and are restricted by an upper distance limit for the identification of regulatory elements (Figures S1A and S1B). This local gene density dependence, combined with the inability to incorporate the dynamic aspect of chromatin organization into the annotation, highlights the need for improved annotation methods for DREs. As an alternative to proximity-based annotation, methods to link gene expression to DRE-accessibility have been employed.^38^ While this approach creates a functional link between a gene and a regulatory element, the method assumes that DRE activity is always reflected in changes in chromatin accessibility. With advancements in methods that capture chromatin-genome 3D organization (e.g., Hi-C, HiCHiP), interaction-based assignment of target gene to DREs has emerged as an alternative solution. Interaction-based annotation is not constrained by the simplistic linear representation of the genome and can incorporate cell type-specific or dynamic aspects of genome organization into the annotation process. There are also publicly available databases for chromatin interaction data,^39^ ensuring that interaction datasets are readily accessible for use in annotation. To address the need for easy-to-use tools that can improve the annotation of DREs, we have generated an Interaction-based *Cis*-regulatory Element Annotator (ICE-A) (Figure S1C). ICE-A is based on the widely used and reproducibility-focused workflow management system Nextflow.^40^ It can, with a single command, perform interaction-based annotation of one or more sets of genomic regions (e.g., peak files from an ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) or ChIP-seq experiment). In addition, ICE-A perform interaction-centered annotation and provide several options for visualization of the results. Using this tool, we have investigated the regulatory landscapes in lymphoid progenitor cells. This has revealed that lineage-restricted TFs frequently bind to *cis*-regulatory elements that are annotated to broadly expressed genes, several of which are essential for B-lymphocyte development. Furthermore, regulatory elements annotated to lineage-specific genes could be annotated to alternative promoters in a context-dependent manner. The results show how interaction-based annotation of regulatory elements has the potential to increase significantly our understanding of GRN in health and disease.

## Results

### Interaction-based annotation allows for cell type-specific identification of *cis*-regulatory elements

Current standards for the annotation of DREs to target genes are often based on the concept of proximity, defined as the distance between the DRE and the target promoter in the linear DNA (Figure S1D). Thus, the abilities of the conventional methods for annotation of DREs, such as proximity and GREAT, are dependent upon the local gene density and distances to neighboring genes. To determine how this affects the possibility to identify distal elements, we calculated the theoretical upper distance limit for assigning distal elements to each gene in the human (hg38) and mouse (mm10) genomes. Based on the method-specific annotation rules (i.e., half the distance to a neighboring gene for the standard proximity annotation and the default basal plus extension rule in GREAT), we determined the median distance threshold to be 35 kb or 67 kb for the mouse genome and 47 kb or 91 kb for the human genome, for the standard proximity annotation and GREAT, respectively. If directionality is considered, the ability to identify distal gene regulatory elements is even more restricted in terms of upstream and downstream distances from the TSS (Figure S1A). Even though there are gaps in the knowledge regarding DREs, estimates suggest that the median distance for enhancer-promoter pairs is in the range of 100–500 kb.^14^^,^^18^^,^^19^^,^^20^ Taking the constraints associated with proximity-based annotation into consideration, it follows that using the rather conservative estimate of 100 kb, it is possible to identify DREs for less than one-third of the genes in the human genome when applying the standard proximity-based annotation (Figure S1B). Thus, there is strong motivation to develop more advanced methods for the assignment of DREs to target genes.

To facilitate the annotation of DREs to their target genes, we developed ICE-A (Figures S1C and S1D), based on the reproducibility-focused workflow management system Nextflow.^40^ ICE-A incorporates chromatin interaction data into the annotation process using 2D-bed (bedpe) files, making it compatible with several different interaction-calling software. To counteract some of the negative features associated with use of predefined interactions for peak annotation, such as bin size and minimum distance for interaction calling, ICE-A allows for combined usage of interaction-based and proximity-peak annotation systems. The main output from ICE-A is a single text file for each provided input bed file with information about each annotated element, including the gene symbol, entrezID, distance to the TSS for each assigned target gene, type of annotation used (proximal or interaction-based), and the interaction score from the 2D-bed file (if provided). To allow for the incorporation of different types of data, ICE-A has three different modes. The *Basic mode* performs interaction-based annotation one or more individual bed files. The *Multiple mode* is suitable in situations where the overlap between sets of regions (e.g., co-occupancy of multiple transcriptional regulators) is of interest for the analysis. In addition to performing annotation of every set of regions, the Multiple mode identifies and visualizes overlaps in the form of an UpSet plot or an interaction-based Circos plot. The third mode integrates gene expression data allowing for annotated elements to be associated with changes in gene expression. As ICE-A works with pre-processed data files; run times are short. A run using basic mode with four peak files takes approximately two minutes and, in multiple mode, including generation of an upset plot, eight minutes on an eight-core laptop. Thus, ICE-A is an analysis tool that facilitates the integration of different types of sequence-based omics data, making it highly suitable for the analysis of gene regulatory elements (GREs).

To compare the performances of ICE-A and proximity-based methods for the basic annotation of DREs to target genes, we used *CRISPRi*-*FlowFISH* data from functionally validated enhancer-gene pairs in the myelogenous leukemia cell line K562.^41^ In this paper, the functionalities of enhancers based on their involvement in transcription were determined in an unbiased way, by evaluating the functional impacts of all open chromatin regions within 450 kb of the TSS as potential regulatory elements.^41^ The interaction-based annotation of distal elements with ICE-A were based on identification of significant interactions called from H3K27ac HiChIP data (GSM2705043-45) generated from K562 cells.^42^ This combination of datasets has previously been used for benchmarking of other tools for chromatin interaction processing and analysis,^43^^,^^44^ as H3K27ac can be found at the majority of the functional enhancer elements (Figure S1E). All the evaluated annotation tools identified most of the regulatory elements that were located <10 kb from the TSS (Figure 1A). However, for the annotation of distally located enhancers (>50 kb from the TSS), ICE-A was superior to the two proximity-based annotation methods (Figure 1A). ICE-A identified at least one distal enhancer (>10 kb from the target TSS) for 15 of the 17 genes with experimentally validated distal enhancers, as compared with 5 and 0 genes for the GREAT and HOMER proximity annotation, respectively (Figure 1B). Using ICE-A with inactivated proximity annotation function revealed that about 30% of the elements located within 25 kb from the TSS lost annotation (Figure 1D) resulting in reduced efficiency in DRE annotation (Figure 1E). The effect on annotation of elements located more than 25 kb from the TSS was marginal (Figures 1D and 1E). The advantage of using ICE-A interaction-based annotation over the proximity-based methods is exemplified by the *GATA1* locus (Figure 1C). ICE-A identified three out of the five *CRISPRi*-*FlowFISH* validated enhancers, including a distal element located 400 kb downstream of the TSS, as compared to zero and one element for the standard proximity-based annotation and GREAT, respectively. To estimate the precision in the different methods for DRE annotation, we determined the fraction of functionally relevant elements in the context of the K562 cells (Figure 1F). Using conventional proximity annotation, about 14% of the distal enhancers located within 25 kb of the TSS, were proven to be functionally relevant. Basing our analysis on GREAT annotation, this frequency was increased to 25% while using ICE-A in a default setting identified 20% of functional elements. Exploring the ability to annotate elements located more than 25 kb from the TSS revealed that only ICE-A could efficiently identify such elements with an efficiency of about 7% in a default setting (Figure 1F). The frequency of functional distal enhancers annotated could be increased by focusing on the highest ranked elements (Figure 1F). Hence, even if the precision of ICE-A was somewhat lower than for GREAT in identification of functional elements located within 25 kb of the TSS, ICE-A was outstanding regarding identification of more distally located elements. Hence, the ability of ICE-A to identify a higher number of functional regulatory elements (Figure 1B) does not come with a dramatic reduction in precision.

**Figure 1:**
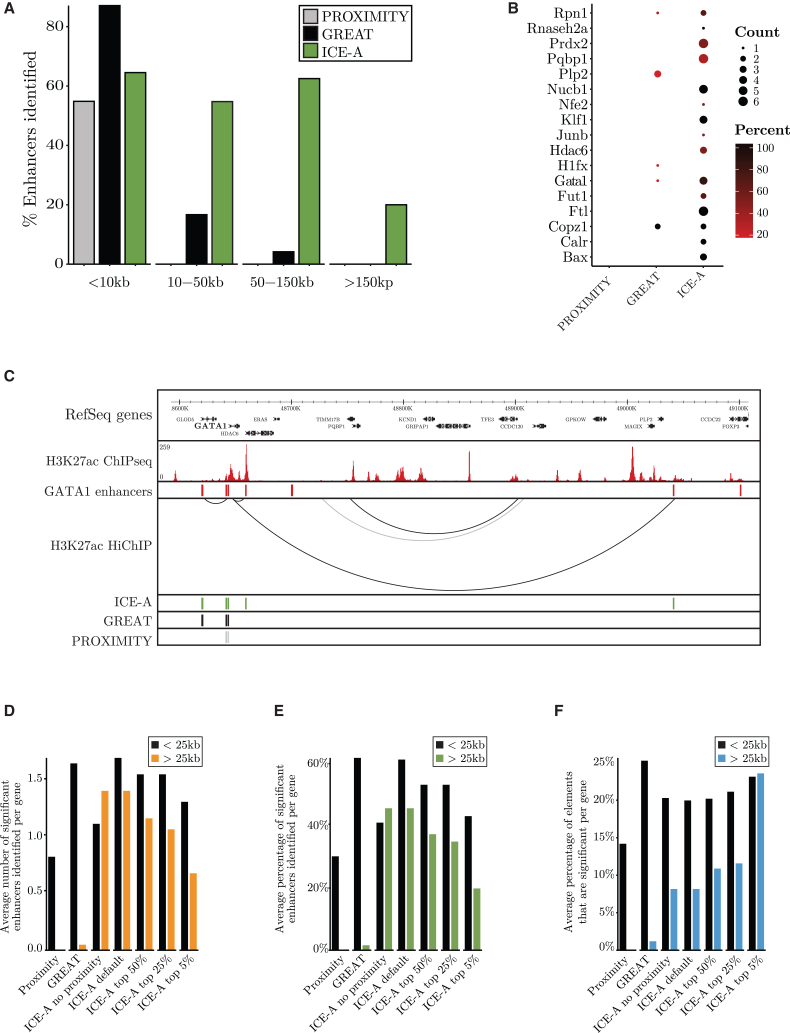
Interaction-based annotation of DREs has advantages over proximity-based approaches (A–C) *CRISPRi-FlowFISH -*validated enhancers from Fulco et al. (2019)^41^ are used for comparisons of the HOMER proximity annotation, GREAT and ICE-A, with respect to their abilities to annotate distal elements. For the ICE-A interaction-based annotation, FitHiChIP significant interactions (*q*-value ≤0.05) based on H3K27ac HiChIP (GSM2705043-45) and ChIP-seq (GSM733656) data were used. (A) Fractions of validated enhancers correctly annotated to their corresponding target genes using the different annotation methods. The percentages of identified enhancers are reported for different distance intervals from the relevant TSS. (B) Comparisons of the numbers and percentages of identified functional distal enhancers (>10 kb from the TSS) per gene, for the HOMER proximity annotation, GREAT and ICE-A. (C) Example of enhancer annotation at the *Gata1* locus. The H3K27ac ChIP-seq, *CRISPRi*-*FlowFISH* -validated *GATA1* enhancers, and H3K27ac HiChIP (filtered for validated enhancer-promoter interactions) data are visualized in the WashU Epigenome Browser. For each annotation method, the identified enhancers are presented. (D–F) Average number (D) and percentage (E) of significant enhancers from Fuclo et al. identified per gene using different annotation methods. (F) Average percentage of total elements assigned to each gene with a significant impact on target gene expression. Annotation methods explored in F-H are as follows: Proximity (HOMER), GREAT, ICE-A default, ICE-A no proximity (annotations based on proximity annotation excluded), ICE-A top 50% (top 50% most significant interactions), ICE-A top 25% (top 25% most significant interactions), ICE-A top 5% (top 5% most significant interactions).

To test the efficiency of ICE-A’s ability to identify functional enhancer elements in a different cellular context, we analyzed an independent dataset assigning regulatory elements to essential genes in cell lines^45^ (Figure S1F). ICE-A was able to identify 2–3 times as many functional enhancer gene pairs in the colon cancer cell line (HC1116) as compared to GREAT or proximity annotation methods (Figure S1G). Basing the analysis on Hi-ChIP data from a lung carcinoma cell line (A549) or using ICE-A without proximity annotation impaired the ability of ICE-A to identify relevant control elements (Figure S1G). As for the analysis of the K562 dataset, the larger number of enhancer/gene pairs identified using ICE-A did not impair the precision of the annotation analysis (Figure S1H). Thus, ICE-A allows for a more comprehensive annotation of DREs than the current standard methodology.

#### ICE-A identifies key regulatory networks in lymphocyte development

The 3D structure of the genome is not static, and chromatin interactions linking a distal enhancer to a target gene can be dependent upon the cellular state or developmental stage.^46^^,^^47^^,^^48^^,^^49^ One advantage of the chromatin interaction-based annotation is the ability to incorporate this dynamic aspect of genome organization into the annotation process, allowing for the identification of target genes for DREs in a cell type-specific manner. Having developed an efficient tool for interaction-based annotation of DREs, we used lineage-specific target gene assignment of DREs to explore the GRNs active in early lymphocyte development. To this end, we took advantage of the gene expression data for hematopoietic cells generated within the frame of the Immgen consortium to identify genes that are selectively expressed in B cell development, as compared to those expressed in T cell development (Figure 2A; Table S1B). To annotate regulatory elements to these genes in their respective cell types, we used the ICE-A annotation based on our previously published H3K4me3 HiChIP data from the B-cell progenitor cell line 230–238 (GSM4964247). For the annotation of elements to T-lineage genes, we generated H3K4me3 HiCHIP data from the T cell progenitor cell line (Scid.adh.2C2). Exploring the ATAC accessibility of DREs annotated to B-lineage-restricted cells (B-DRE) in B-cell progenitors (pro-B cells), as compared to T cell progenitors (pro-T cells), revealed generally larger accessibility in B-lymphoid cells (Figure 2B). The opposite was observed for DREs annotated to T-lineage genes (T-DREs). Even though a major part of the elements were identified based on the interaction data (Figure S2A), a set of elements displaying lineage restricted accessibility was identified via the proximity function of ICE-A (Figure S2B). These data suggest that ICE-A can be used to identify lineage-restricted regulatory elements.

**Figure 2:**
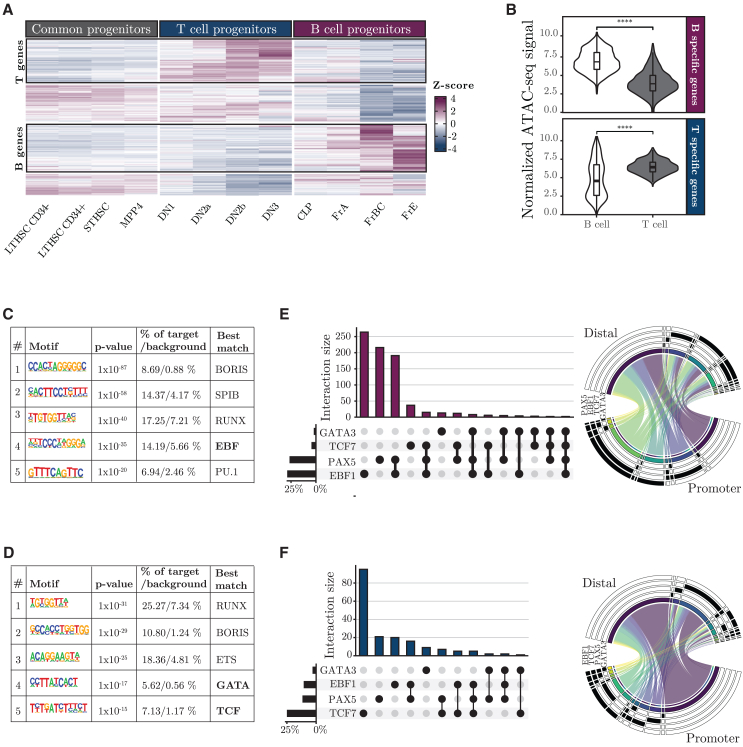
ICE-A interaction-based annotation can identify lineage-specific DREs (A) Heatmap with *z*-scores of the normalized gene expression counts of early lymphoid progenitors from the Immgen consortium (GSE100738). Genes with significantly different expression patterns between FrBC B-cell progenitors and DN2b T cell progenitors are shown. K-means clustering was used to define the B- and T cell progenitor-specific gene sets. (B) Violin plot of normalized ATAC-seq signals of distal elements annotated to a B- or T-lineage gene by ICE-A interaction-based annotation, with H3K4me3 PLAC-seq data from a cell line matching the cell-type-specific gene sets. The ATAC-seq signal levels are compared between B- (230–238) and T- (Scid.adh.2C2) cell progenitor cell lines. Statistical analyses are based on the Mann–Whitney *U*-test, ∗∗∗∗*p* < 0.0001. (C and D) Top-rated enriched motifs based on HOMER *de novo* motif analysis for distal B- (C) and T- (D) cell elements. Bold text indicates lineage specific transcription factors. B- and T-lineage elements are defined as open chromatin regions annotated to B- or T-lineage genes sets using ICE-A with H3K4me3 PLAC-seq interaction in 230–238 and Scid.adh.2C2 cells, respectively. (E and F) Output from a transcription factor (TF) co-occupancy analysis in ICE-A run in multiple mode, including an UpSet plot of TF co-occupancy of distal elements and a Circos plot of TF overlap in distal and promoter regions of previously defined, cell-type-specific gene sets.

To identify the key TFs of the GRNs in B-cell and T cell progenitors, we performed motif enrichment analysis of elements that were annotated to lineage-restricted genes by ICE-A (Tables S1C and S1D). The B-DREs were enriched for binding sites for BORIS, ETS (SPI-B), and RUNX proteins, as well as for the lineage-restricted TF EBF1 (Figure 2C). T-DREs were similarly predicted to bind the RUNX and ETS proteins as well as the TCF7 and GATA proteins (Figure 2D). To explore the abilities of these TFs to bind ICE-A-defined regulatory elements, we took advantage of the multiple mode in ICE-A for the identification of TF occupancy at the identified DREs. We included the ChIP-seq data for the TFs EBF1 and PAX5 in pro-B cells and for TCF7 and GATA3 in pro-T cells. Of the B-DREs, 27% were detected as being bound by EBF1, often in combination with PAX5 (Figure 2E). In addition, EBF1 bound 8% of the T-DREs in the pro-B cells (Figure 2F). TCF7 binding was detected at approximately 25% of the T-DREs and at 4% of the B-DREs. The observation that EBF1 and PAX5 bind to a substantial fraction of the T-DREs, as well as at promoters of T-lineage-restricted genes (Figure 2F) may reflect the abilities of these B-lineage TFs to repress alternative lineage programs in B-cell progenitors. Our findings are concordant with the essential functions of EBF1 in B cell development and TCF7 in T cell differentiation, suggesting that analysis of ICE-A annotations can be used to identify critical components of lineage-restricted GRNs in development.

### Lineage-restricted transcription factors interact with the regulatory elements of broadly expressed genes

Even though lineage-specific TFs, such as EBF1 and PAX5, control the expression of lineage-restricted genes, they also appear to participate in the regulation of genes that are involved in basic biologic processes, such as proliferation, cell survival, and metabolism.^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^50^ To gain a better understanding of how lineage-restricted TFs are integrated into stage and lineage restricted regulatory networks, we used ICE-A to scrutinize GRNs out from a TF-centered perspective, through the identification of target genes annotated to bound regulatory elements. Thus, we identified EBF1-bound promoters and DREs using ChIP-seq data derived from the 230–238 pro-B cells, and annotated the bound elements to coding genes using ICE-A. Using gene expression data from the Immgen consortium, we then investigated how these target genes were expressed by hematopoietic progenitors (Figure 3A). While B-lineage restricted genes were identified among the target genes, only 20% (Cluster 5) displayed a B-lineage restricted expression pattern and a substantial fraction of the genes were broadly expressed. Performing the same analysis for PAX5, GATA3, and TCF7 yielded highly similar results (Figure S3A) identifying several broadly expressed target genes. The binding of lineage-restricted TFs to regulatory elements annotated to broadly expressed genes suggests that these proteins are integrated into the global GRN of the cell, supporting the idea that these lineage specific TFs control basic cellular processes.^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^50^

**Figure 3:**
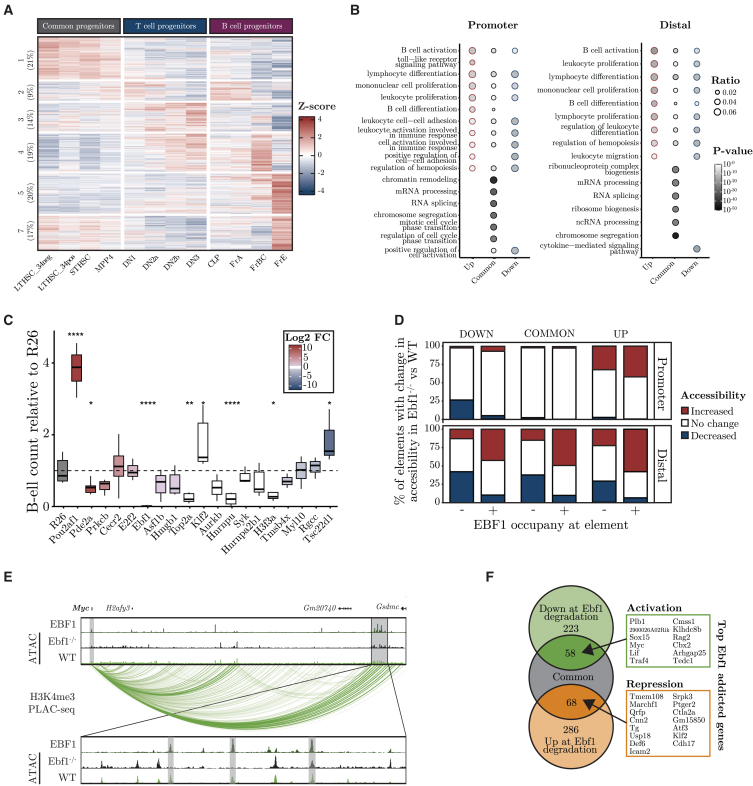
EBF1 interacts with the regulatory elements of broadly expressed genes (A) Heatmap with the *z*-scores of normalized gene expression of Ebf1-bound elements in early lymphoid progenitors from the Immgen dataset (GEO: GSE100738). Percentage of genes in each cluster is presented. (B) Gene ontology (GO) analysis of enriched biologic processes in genes bound by EBF1 at promoters or distal regions. Gene sets are categorized based on differential expression between *Wt* and *Ebf1*^−/−^ FL pro-B cells [Up-/Down-regulated: padj 0.05 & |log2FC| >1, common: log2FC < log2(1.5)]. (C) Diagram displaying the relative number of generated CD19^+^ cells after 11 days of *in vitro* incubation of KIT^+^ cells on OP9 stroma cells compared to R26 control. The red to blue color scale represents log2FC *Wt* vs. *Ebf1*^−/−^ from RNA-seq. Data are based on at least 3 separate experiments, and samples (n = 3–12) with a single guide or pool of individual guides are aggregated per gene. Statistical analysis is based on Student’s *t* test using the R26 control guide as reference: ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001. (D) Promoter and distal elements associated to the gene sets from 2B are identified by ICE-A interaction-based annotation with H3K4me3 PLAC-seq data from FL *Wt* pro-B cells. Fraction of elements with a significant change (padj <0.05 & abs(log2FC) > 1) in accessibility between *Wt* and *Ebf1*^−/−^ FL pro-B cells are visualized in a stacked barplot, split into categories based on gene category and EBF1 occupancy. (E) The *Myc* locus is shown as an example of a gene that shows EBF1-addicted activation, visualized in the WashU genome Epigenome Browser. Selected EBF1-bound elements located in a distal enhancer region ∼1.6 Mb from the *Myc* TSS are highlighted in gray. The epigenome browser tracks include EBF1 ChIP-seq (GEO: GSE159957), ATAC-seq data from *Wt/Ebf1*^−/−^ FL pro-B cells and H3K4me3 PLAC-seq interactions from *Wt* FL pro-B cells. (F) Venn diagram displaying the overlap between common genes (defined as in B) and genes with differential expression at EBF1 degradation (|log2FC| > log2(1.5)), from (GSE201141). Genes that show the strongest EBF1-addicted activation or repressive expression are listed.

To gain further insights into how lineage-restricted TFs, such as EBF1, are integrated into the transcriptional context of a lymphoid progenitor cell, we compared the expression levels of EBF1 target genes in *in vitro*-expanded *Ebf1*^−/−^ cells and in wildtype *Wt* pro-B cells. The genes were classified as either up- or down-regulated (padj <0.05 & |log2FC| >1 in *Wt* vs*. Ebf1*^−/−^) or common (|log2FC| < log2(1.5)). Performing a gene ontology analysis, the differentially expressed EBF1 targets, upregulated or downregulated in *Wt* cells, were enriched for genes linked to GO-terms such as B-cell activation and lymphocyte activation, independently of whether EBF1 was bound at the promoter or at a DRE (Figure 3B). The target genes that were not differentially expressed, rather encoded proteins that are involved in basic biologic processes, such as RNA processing and translation (Figure 3B). To determine if broadly expressed target genes are of importance for B cell development, we used hematopoietic progenitor cells (KIT^+^ cells) that carry a doxycycline-responsive CAS9-encoding gene. The cells were transduced with lentiviruses carrying a florescent reporter gene (mCherry) and express guides, that target genes annotated to EBF1-bound elements. After sorting for mCherry^+^ cells, the progenitors were seeded onto OP9 stroma cells in the presence of interleukin (IL)-7, FLT3/FLK-2 ligand (*FL)* and KIT ligand (KL), and the numbers of CD19^+^ cells generated in the cultures were determined by flow cytometry. While inactivation of the gene encoding KLF2 resulted in increased generation of CD19^+^ cells, targeting the histone-encoding *H3f3a*, the ribonuclear proteins *Hnrnpa2b1* and *Hnrnpu* or the DNA topoisomerase *Top2a* genes resulted in reduced generation of B-cell progenitors (Figure 3C). To determine if any of these EBF1 target genes are important for T cell development, we incubated the progenitor cells on a NOTCH ligand expressing stroma cell, OP9 Delta-1 (OP9D) under conditions allowing for the combined generation of B and T-lineage cells. While the generation of B-lineage cells was impaired by the downregulation of the same target genes as observed in the OP9 supported B-cells cultures, the generation of T-lineage cells were only significantly impaired upon targeting of *Top2a* (Figure S3B). Therefore, several broadly expressed EBF1 targets genes are of importance for the generation of B-lineage cells.

To attain a better understanding of how EBF1 is integrated into the GRNs of broadly expressed genes, we took advantage of the ATAC-seq data from *in vitro*-expanded *Ebf1*^−/−^ and *Wt* pro-B cells. All the genes were annotated to regulatory elements with ICE-A, and using the EBF1 ChIP-seq data, we identified the elements that directly bound by EBF1 (EBF1^+^) (Figure 3D). Exploring the changes in accessibility for the elements annotated to genes expressed at higher levels in *Wt* cells than in *Ebf1*^−/−^ pro-B cells (Up), we detected increased accessibility (|log2FC| >log2(1) at 45%–50% of the elements bound by EBF1. While the promoters linked to commonly expressed genes displayed few changes in accessibility, we detected increased accessibility for approximately half of the EBF1-bound DREs, while elements not bound by EBF1, frequently displayed a loss of accessibility. Motif enrichment analysis revealed that elements linked to differentially regulated genes were enriched for unique TF binding sites (Figure S3C), indicating that differential function of EBF1 may be context dependent. Thus, EBF1 is integrated into the GREs of commonly expressed genes both by binding to already accessible elements and by modifying the epigenetic landscape at targeted DREs. This is exemplified by the *Myc* gene, where EBF1 interacts with DREs that display both EBF1-dependent and EBF1-independent accessibility (Figure 3E). This analysis suggests a substantial degree of epigenetic dynamics at elements that are involved in the regulation of broadly expressed genes, and that EBF1-mediated repression may not be accompanied by reductions in epigenetic accessibility at the targeted element.

To investigate the functional impact of EBF1 integration into the GRNs that control the expression of commonly expressed genes, we analyzed data from an experiment in which endogenous EBF1 was replaced by a protein fused with FKBP (F36V),^51^ resulting in rapid degradation of the protein following the addition of the drug TAG13. Analyzing the RNA expression levels, we detected decreased expression (padj <0.05 & log2FC > log2(1.5)) of 281 genes, 58 of which belong to the commonly expressed genes (log2FC < log2(1.5) in *Wt* vs*. Ebf1*^−/−^ pro-B cells), upon degradation of EBF1 (Figure 3F). Using the same criteria, we found 354 genes whose expression levels were upregulated upon loss of EBF1; of these, 68 were classified as commonly expressed genes mainly associated with basic biological functions of the cell (Figure S3D). Thus, lineage-specific TFs can modulate the GRNs controlling the expression of broadly expressed genes, to establish tissue-specific control of basic biologic processes.

### ICE-A annotation reveals the dynamics of promoter/enhancer interactions in early lymphocyte development

Just as promoters may collaborate with several DREs,^14^^,^^15^ it has been suggested that enhancers can target several promoters.^21^^,^^22^^,^^36^^,^^52^^,^^53^^,^^54^ The comprehensive annotation of DREs using ICE-A opens the exciting possibility to explore the complexity of promoter-enhancer pair interactions in different cellular contexts. To this end, using ICE-A, we identified DREs that were annotated to lineage-restricted genes (B-DREs or T-DREs) (Figure 2). We then determined their interactions with target promoters using H3K4me3 PLAC-seq data from *in vitro*-expanded *Wt* or *Ebf1*^−/−^ pro-B cells, as well as pro-T cells (Scid.adh.2C2) (Figure 4A). In the pro-T cells, we detected 1,186 interactions between DREs and promoters of T-lineage-restricted genes (TPs) (Table S1H), as well as 854 interactions between DREs and promoters of B-lineage-restricted genes (BPs) (Table S1H), and 5,324 interactions between DREs and the promoters of commonly expressed genes (UPs). Examination of the B-DRE and T-DRE interactome in *Wt* pro-B cells revealed a substantial increase in the number of interactions with BPs and a reduction in the number of interactions with TPs, as compared to what we observed in T-lineage cells. However, the majority (66%) of the detected interactions were, just as in the T-lineage cells, with UPs. The interactome of *Ebf1*^−/−^ pro-B cells appeared to have an intermediate profile, with comparable numbers of interactions between the BPs and TPs and the DREs. To investigate the dynamics of the interactomes for lineage-restricted DREs, we determined the levels of conservation of the detected interactions in the different the cell types (Figure 4B). Among the 1,186 identified interactions with TPs in T-lineage cells, 42% were exclusively detected in the T-lineage cells, whereas 32% were conserved in the *Wt* pro-B cells. Similar numbers were obtained when determining the interactome of the DREs linked to BPs, as 46% of the interactions were unique to the *Wt* pro-B cells, while 26% of the interactions were shared between the B- and T-lineages. Hence, even if the interactions between B- and T-DREs and UPs are relatively conserved, lineage specific interactions were easily detectable. For the interactions with UPs, the degree of conservation between lineages was higher than for interactions with lineage-restricted genes, with >50% conservation between B-cell and T cell progenitors for both B-DREs and T-DREs (Figure 4C). The analysis also showed that many of the lineage-restricted interactions were conserved in the *Ebf1*^−/−^ pro-B cells (Figure 4B), confirming that the EBF1-deficient pro-B cells display an interactome that is intermediate to those of the pro-B and pro-T cells. This is exemplified by the *Gata3* gene. The detected promoter-enhancer interactions are almost identical in pro-T cells and *Ebf1*^−/−^ pro-B cells (Figure 4D). Even though the low level of H3K4me3 at the *Gata3* promoter in the *Wt*-pro-B cells makes it difficult to determine the actual structure of the locus, we detected interaction to an alternative EBF1 and PAX5 bound promoter from one of the distal *Gata3* elements solely in the pro-B cells. These data underline the complexity of GRNs in early lymphocyte development and underpin the importance of EBF1 for the establishment of the epigenetic landscape during B cell development.

**Figure 4:**
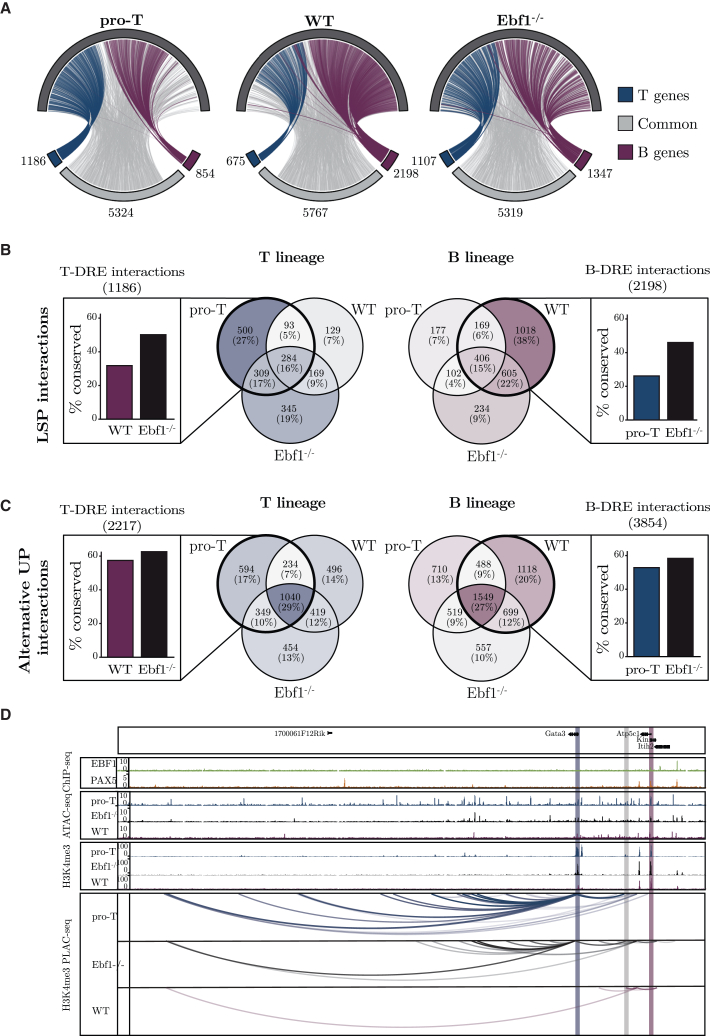
ICE-A annotation reveals the dynamics of promoter-enhancer interactions in early lymphocytic development (A) Circos plot of chromatin interactions between putative lineage-specific distal elements (open chromatin regions in B-cell and/or T cell progenitor cell lines, with associations to the B-cell or T cell gene list defined in Figure 2A). Chromatin interactions are based on H3K4me3 PLAC-seq interactions for the Scid.adh.2C2 T cell line, *Wt* FL pro-B cells and *Ebf1*^−/−^ FL pro-B cells and are restricted to interactions with H3K4me3-associated promoter regions. Interactions with alternative promoters are included. (B and C) Venn diagram displaying overlap in DRE interactions to lineage restricted (B) and common (C) promoters. For each lineage, the fraction of conserved interaction from putative lineage-specific distal element (B/T-DREs) in the alternative lineage and *Ebf1*^−/−^ FL pro-B cells are presented. (D) Visualization of TF binding, ATAC-seq signal and H3K4me3 status for the Scid.adh.2C2 T cell line, *Wt* and *Ebf1*^−/−^ B-cell progenitors at the *Gata3* locus in the WashU Epigenome Browser. H3K4me3 PLAC-seq data from all cell types are included, filtered for interactions associated with putative B- or T-lineage enhancers.

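The H3K4me3 status of promoters in pro-T cells was measured by ChIP-seq of Scid.adh.2C2, a mouse T cell progenitor cell line, with 2 H3K4me3 ChIP libraries and 1 input library. The authors trimmed the reads, mapped them to mm10 (GRCm38) and called peaks with MACS2 in narrow mode against the matching input. The peaks were then filtered by the irreproducible discovery rate (IDR), which compares the ranks of the peaks between the replicates. The deposited list combines both replicates, so that it holds no value per replicate, no spread between replicates and no read depth. It contains 15513 peaks with a median width of 1542 bp. The fold enrichment over background, the −log10 p, the −log10 q and the IDR score of each peak are the authors' values and were used only within the list. The median fold enrichment was 20.3, with a range from 2.08 to 56.6. Promoters were defined from the GENCODE annotation of GRCm38 as the 2500 bp either side of every annotated TSS of a gene. The width is the default of ICE-A, which takes its TSSs from HOMER by default. A promoter was counted as marked when a peak overlapped this window by 1 bp or more. Of the 15513 peaks, 11791 overlapped the promoter window of at least 1 annotated gene (76.0%, 95% Wilson interval 75.3% to 76.7%). With a window of 1000 bp either side of the TSS this share was 71.1%, and with 5000 bp it was 80.9%.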

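The lineage-restricted genes of Figure 2A are listed in Table S1B, with 233 entries for the T-lineage and 253 for the B-lineage. A gene of the annotation was found for 229 T-lineage and 246 B-lineage symbols, 9 of them in each list through another name of the gene. The remaining 4 T-lineage symbols and 3 B-lineage symbols, and the 4 B-lineage entries that read only H2, were left out. In Scid.adh.2C2, 137 of the 229 T-lineage promoters carried an H3K4me3 peak (59.8%, 95% Wilson interval 53.4% to 66.0%). Of the 246 B-lineage promoters, 96 carried a peak (39.0%, interval 33.1% to 45.2%). The log2 odds ratio between the lists was 1.21 (Fisher's exact test, two-sided, p = 6.57e-06), which compares the gene lists within this 1 peak list. Among all protein-coding genes, 9980 of 21951 promoters were marked (45.5%, interval 44.8% to 46.1%). The difference between the lists was smallest when only the most upstream TSS of each gene was used, with a log2 odds ratio of 0.93 (Fisher's exact test, two-sided, p = 0.000628). Of the transcription factors of the T-lineage, Tcf7, Gata3 and Bcl11b were marked, with a highest fold enrichment of 36.0 for Tcf7, 39.9 for Gata3 and 33.2 for Bcl11b. The Bcl11b peak had an IDR score of 873, so that this promoter was unmarked when only peaks with the highest score of 1000 were used. Tcf3 was marked with a highest fold enrichment of 16.9. No peak was found at the promoters of Ebf1 and Pax5. Figure 4A counts only interactions with promoters in the marked state of the respective cell type.

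**Figure D1:**
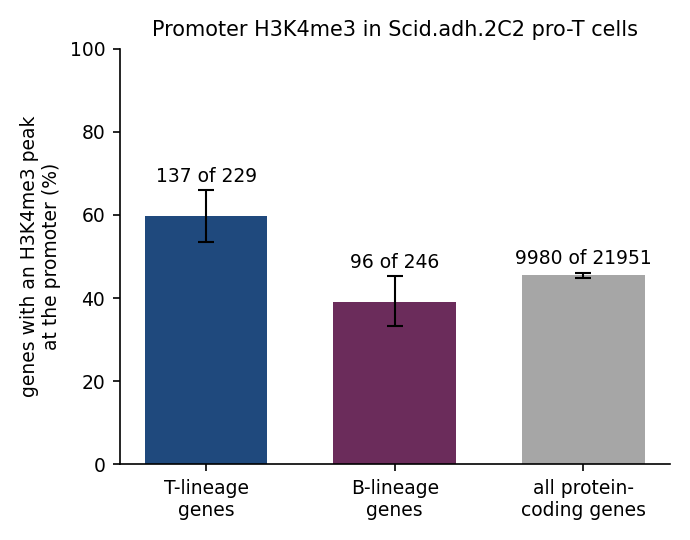
Share of genes with an H3K4me3 peak within 2500 bp of an annotated TSS in Scid.adh.2C2, in percent, for the T-lineage and B-lineage genes of Table S1B and for all protein-coding genes. Bars give the share, error bars the 95% Wilson interval, and the labels the number of marked genes. The share is 59.8% for T-lineage genes, 39.0% for B-lineage genes and 45.5% for all protein-coding genes.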

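In Scid.adh.2C2, 15 H3K4me3 peaks lay on chromosome 2 of GRCm38 between 9189515 and 10131396, from the start of 1700061F12Rik to the end of Itih2, which are the outermost genes drawn in Figure 4D. Gata3 (ENSMUSG00000015619) lies on the minus strand from 9857078 to 9890034 and has 6 annotated TSSs. A total of 3 peaks overlapped its promoter windows, and each of these peaks also overlapped a promoter window of another annotated gene. The highest of them reached from 9886876 to 9890447, had its summit at 9889529 and was 39.9-fold enriched (−log10 q of 178), which ranked 305 of the 15513 peaks of the list. It contained the upstream TSSs at 9887784, 9890002 and 9890034. A wider peak of 9343 bp from 9870878 to 9880220 was 32.8-fold enriched (−log10 q of 149) and contained the TSSs at 9873672, 9875399 and 9878600 inside the gene. Between them lay a peak of 931 bp from 9885862 to 9886792 with a fold enrichment of 5.94. In the interval between 1700061F12Rik and Gata3 there were 9 peaks with a fold enrichment from 4.05 to 14.5, none of which reached the promoter window of an annotated gene. The divergent promoters of Atp5c1 and Kin shared a peak from 10078719 to 10081745 with a fold enrichment of 24.5, and Itih2 had no promoter peak. Between Gata3 and this peak lay an 8.44-fold enriched peak from 10007926 to 10010424, outside the promoter windows, and a 22.3-fold enriched peak from 10046601 to 10049632 at another promoter. With peaks of at least 10-fold enrichment, 6 peaks were left in the locus and 2 at the Gata3 promoter.

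**Figure D2:**
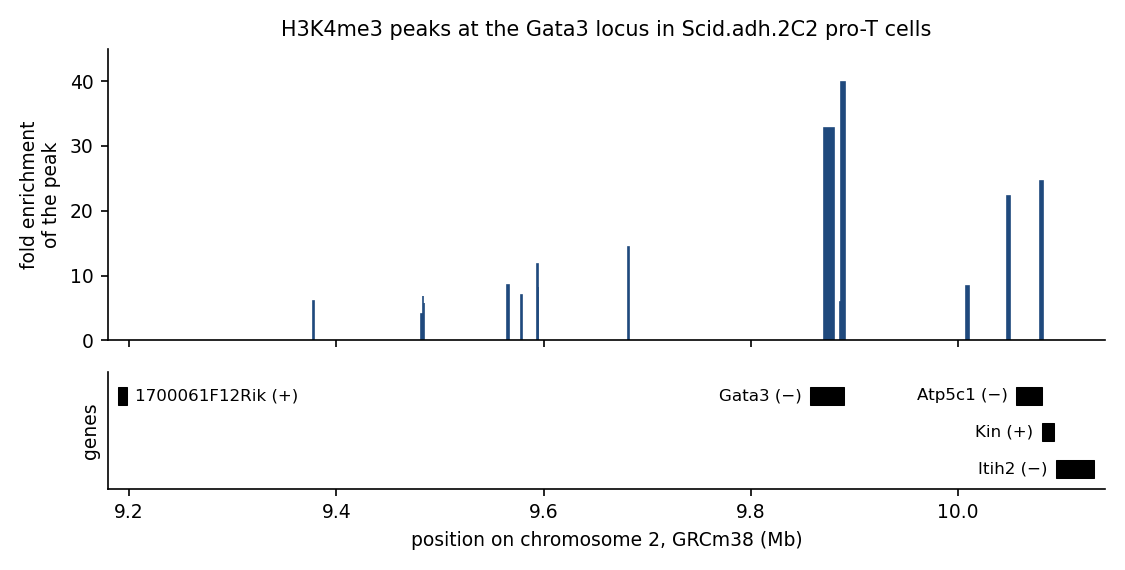
H3K4me3 peaks of Scid.adh.2C2 at the Gata3 locus. The x axis is the position on chromosome 2 of GRCm38 in Mb, and each bar spans a peak from start to end with its fold enrichment, as given by the authors' peak caller, on the y axis. The lower panel shows the gene bodies with their strand. The highest bars, of 39.9-fold and 32.8-fold, lie at Gata3, and the 9 bars to the left of the gene stay at or below 14.5-fold.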

## Discussion

To expand our understanding of stage- and lineage-specific gene activities, there is an increasing need to accurately assign regulatory elements to their target genes. We here present ICE-A, a software that allows for the easy incorporation of chromosomal configuration data to annotate DREs to coding genes. We find that using chromatin interactions to identify putative target genes for distal elements reduces the impact of known limitations that hamper the efficiency of proximity-based methods. In addition, the ability of chromatin capture methods to reflect the dynamic and cell type-specific aspects of genome organization will be reflected in the annotation process and can provide an additional layer of understanding of gene regulatory mechanisms. Even though ICE-A outperforms the proximity-based methods with respect to the annotation of distal enhancers, it is worth noting that GREAT detected the highest number of the most proximal enhancers (<10 kb from the target TSS) (Figure 1A). This is expected considering the principle of basal gene regulatory domains plus the extension principle applied by GREAT, which allows for the assignment of more than one gene per element. This is in contrast to the single closest gene assignment applied in standard proximity annotation as well as in ICE-A for distances below the user-specified interaction threshold. The improved detection rate of GREAT for proximal enhancers, which is linked to the potential for multiple annotations per regulatory region, may come at the cost of an increased rate of “false” annotations. Determining the frequency of elements verified as functionally relevant suggested that GREAT was somewhat more efficient than ICE-A (25% as compared to 21%) when it came to the identification of functional elements located within 25 kb of the TSS. However, ICE retained a good efficiency to identify relevant DREs over 25 kb from the TSS that was not matched by GREAT. Even though ICE-A may identify DREs that are not critical for the regulation of the gene in question in each cell type, the annotation is based on direct interactions of the enhancers with the promoter that may be of relevance in another cellular context. However, false positives are inevitable, and the extent to which this poses a significant problem is highly dependent upon the application. ICE-A provides several options that could help tailor the annotation to specific needs, including the option to include only one annotation per region by filtering or ranking of interaction score (Figure 1F), selection, or adjustment of the way in which ICE-A handles nearby interactions. Another aspect that gives interaction-based annotation approaches an advantage over proximity annotation strategies is the potential to identify cell type-specific or dynamic regulatory regions. ICE-A does not only outperform existing programs but also allows for easy incorporation of ChIP-seq/Cut&run data; also, gene expression data in the analytic method allows for complementary approaches that are centered on gene expression patterns, TF binding, the epigenetic landscape or chromosomal interactions.

Using a gene-centered approach for the identification of DREs annotated to lineage-restricted genes (Figure 2), we were able to identify TFs that act as key regulators of early lymphocyte development (Figure 2). Motif enrichment analysis identified GATA- and TCF7-binding sites in elements annotated to T-lineage genes, while DREs linked to B-cell genes were enriched for EBF1-binding sites. Thus, ICE-A identifies DREs bound by lineage-specific TFs that act as key regulators of early T cell and B cell development.^1^^,^^2^^,^^3^^,^^4^^,^^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^12^ Exploring a TF-centered approach, in which ICE-A annotates elements bound to coding genes, we were able to identify target genes for the TF, thereby providing insights into how specific DNA-bound proteins affect cellular functions. Our analysis of early lymphocytic development suggests that lineage-restricted TFs target regulatory elements that are annotated to many broadly expressed genes. Focusing on the role of EBF1 in B cell development, several of the bound DREs were annotated to commonly expressed genes, with no significant change in the gene expression levels in *Ebf1*^−/−^ pro-B cells as compared with *Wt* pro-B cells. We provide experimental evidence that several of these EBF1 target genes are of importance for the generation of normal B-cell progenitors, supporting the relevance of these target genes (Figure 3C). There are also several examples of broadly expressed genes that become dependent upon EBF1 once this TF has been expressed (Figure 3D). These genes include *Myc*,^50^^,^^55^ which likely explains the significance of EBF1 for the survival and expansion of pro-B cells.^10^^,^^50^ The mechanism underlying the addiction to EBF1 may involve changes in enhancer or chromatin structure (Figure 3D)^13^ or, as in the case of the *Myc* gene, activated transcription of a repressor of the target gene.^50^ Based on our analysis of early lymphocytic development, we believe that ICE-A-based annotation provides unique and relevant insights into GRNs.

The use of ICE-A allows for easy and extensive exploration of the interactome that underlies the general principles of gene regulation in a specific cellular context. Several model systems have provided evidence that DREs can target multiple promoters.^21^^,^^22^^,^^36^^,^^52^^,^^53^^,^^54^ Our analysis of the DRE interactome in early lymphocyte progenitors suggests that a substantial fraction of the elements that interact with promoters to control the expression of lineage-specific genes may also interact with alternative promoters (Figure 4), often in a cell type–specific manner. While linear proximity appears to account for most of the promoter enhancer specificity in yeast^16^ and to 79%–88% of the promoter enhancer specificity in Drosophila,^17^ only about half of the DREs in a mammalian genome are estimated to follow this principle.^21^^,^^22^ Therefore, it remains as a persistent challenge to resolve the mechanisms that control enhancer-promoter specificity in complex genomes. In Drosophila, certain DREs show a preference for specific core promoters^56^^,^^57^^,^^58^^,^^59^ or rely on a proximal “tethering” element that is proximal to the promoter.^60^^,^^61^^,^^62^^,^^63^ Our analysis suggests that lymphocyte progenitors exploit a pool of DREs to control the expression of both lineage-specific and broadly expressed genes, and that the interactome is highly dynamic with enhancers switching to alternative promoters depending on the cellular context (Figure 5). It has been proposed that alterations in the primary DNA sequence result in the formation of alternative promoter-enhancer interactions.^36^^,^^52^^,^^64^^,^^65^^,^^66^ Our data indicate that promoter selections may be highly lineage- and stage-specific, possibly because of changes to the epigenetic landscape. Such dynamic changes in DRE-promoter interactions may also contribute to the abilities of TFs to act as both activators and repressors.^9^^,^^10^^,^^67^^,^^68^^,^^69^^,^^70^^,^^71^ This may be of importance in relation to the abilities of lineage-specific proteins such as EBF1, PAX5, GATA3, and TCF7 to interact with both activator and repressor complexes,^13^^,^^72^ possibly making their functions highly context-dependent. Our analysis of EBF-repressed target genes does, however, suggest that EBF1 binding results in increased accessibility of the DRE, even when it is annotated to a repressed gene. This is concordant with the ability of EBF1 to act as a pioneer factor and to promote the formation of phase-separated structures at target genes.^13^^,^^73^^,^^74^ While the activation of regulatory elements may appear incongruous with target gene repression, we believe that our findings provide an alternative model for how a TF can contribute to transcriptional repression through diversion of DRE activity from lineage-specific promoters (Figure 5).

**Figure 5:**
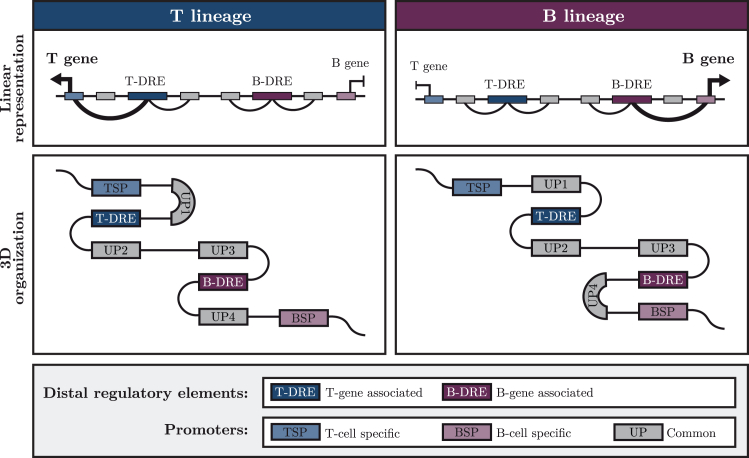
Model of lineage-specific gene regulation in lymphoid development Schematic representation of a model for lineage specific transcriptional regulation in lymphoid development. Lymphoid progenitors explore a pool of distal regulatory elements (DREs) for control of both lineage specific and common genes. A highly dynamic interactome with distal elements switching to alternative promoters depending on cellular state and developmental stage, allow for control of both lineages restricted and common genes in a cell type-specific manner.

Our use of ICE-A to dissect the roles of GRNs in early lymphocytic development reveals the versatility of the software and highlights the importance of integrating chromosomal configuration data into the DRE annotation processes. Given that more than 90% of disease- and trait-associated genetic variants reside in non-coding regions of the genome, accurate assignment of DREs to target genes could provide insights into the mechanisms operating in various disease states.^75^ Therefore, we believe that ICE-A can greatly facilitate the exploration of genomics data in an easy and user-friendly manner.

### Limitations of the study

During the benchmarking of ICE-A against other tools for assignment of target genes for DREs, only HiChIP data were used for the chromatin-interaction based annotation. ICE-A is compatible with all types of chromatin-interaction data provided in 2D-bed format, and similar results are expected from Hi-C or similar methods considering that the quality and resolution is sufficient.

This study is focused on studying the actions of lineage-restricted TFs and the dynamics of enhancer-promoter interactions in early lymphocyte development. Considering the well-documented importance of lineage-specific TFs and genome 3D structure in development, it is reasonable to assume that some of the findings of this study could be of relevance in other contexts. However, further studies in other biological systems are required in order to determine the generalizability as well as the context-specific features of GRNs.

The exploration of the enhancer-promoter landscape in early lymphocyte development is based on H3K4me3 HiChIP data. Considering that H3K4me3 is a histone modification associated with active promoters, interactions between enhancers and promoters of non-expressed genes are likely to be excluded in the analysis due to non-existent or low levels of H3K4me3. However, it is worth noting that interactions to silenced genes with bivalent promoters (i.e., promoters marked by both H3K4me3 and H3K27me3) is retained.

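In Scid.adh.2C2, 150 of the 246 B-lineage genes of Table S1B (61.0%) and 92 of the 229 T-lineage genes (40.2%) had no H3K4me3 peak within 2500 bp of an annotated TSS. The same was true for 11971 of the 21951 protein-coding genes (54.5%). An unmarked promoter is one at which no peak passed the authors' thresholds in the combined replicates, and the level below these thresholds was not analysed here. Loss of some strong peaks in the IDR filter was not excluded, so that an unmarked promoter need not have a low level of H3K4me3. Besides Ebf1 and Pax5, unmarked promoters were found for Myc, on chromosome 15 from 61985391 to 61990374, and for Hnrnpu, on chromosome 1 from 178321108 to 178337797. In the Abelson-transformed pre-B cell line of the study, Myc had a 31.9-fold enriched promoter peak and Hnrnpu had none either. In Scid.adh.2C2, Top2a, Hnrnpa2b1, H3f3a and Klf2 were marked. Their highest fold enrichment was 42.5 for Top2a, 36.3 for Hnrnpa2b1, 24.6 for H3f3a and 15.3 for Klf2. The Top2a promoter was unmarked when only peaks with the highest IDR score were used.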

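The B-lineage promoters that did carry a peak in Scid.adh.2C2 were not lower than the marked T-lineage promoters. The highest peak per promoter had a median fold enrichment of 23.4 over 96 B-lineage genes (quartiles 16.8 and 28.9) and of 23.2 over 137 T-lineage genes (quartiles 16.4 and 28.8). On the log2 scale the medians differed by -0.01 (permutation test with 100000 resamples, two-sided, p = 0.821). The extent of the mark differed between the lists. A median of 2925 bp of the promoter window was covered by peaks at marked T-lineage promoters and of 2073 bp at marked B-lineage promoters, a log2 difference of 0.50 (permutation test, two-sided, p = 2e-05, the smallest p these resamples can give). H3K27me3 was not analysed here, and the lists do not separate bivalent from active promoters.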

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Mikael Sigvardsson ().

### Materials availability

This study did not generate unique reagents.

### Data and code availability

• Data: The generated sequencing datasets in this study are deposited in the Gene Expression Omnibus (GEO) database with accession numbers GSE279957 (ChIP-seq) and GSE279961 (PLAC-seq). The GEO accession number and information related to the previously published data used in this study are presented in key resources table and Table S1A.
• Code: ICE-A is available as an open source tool on GitHub: https://github.com/Tingvall/ICE_A. All the code related to the analysis and generation of figures for this article is available on GitHub: https://github.com/Tingvall/ICEA_analysis.
• Other: Supplemental information including gene sets, element and guide info is available in Table S1.

## Acknowledgments

We are grateful for editorial suggestions from Vincent Collins. This work was supported by grants from the Swedish Cancer Society (23-3019P), the 10.13039/501100006313Swedish Childhood Cancer Foundation (2022-0019), 10.13039/501100011751Stiftelsen för Strategisk Forskning (IB23-0001), the 10.13039/501100004359Swedish Research Council (2021-02379), and Linköping University.

## Author contributions

J.T.-G. in collaboration with J.U. designed ICE-A. The analysis using ICE-A was performed by J.T.-G. in collaboration with M.S. The gene targeting KO experiments were performed by C.T.J. While J.T.G. and M.S. wrote the first draft of the manuscript, all authors contributed to the finalization of the manuscript.

## Declaration of interests

The authors declare no competing interests.

## Declaration of generative AI and AI-assisted technologies in the writing process

AI tools have not been used for the generation of this manuscript.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Alexa Fluor 700 anti-mouse (30-F11)	BioLegend	Cat#103128; RRID:AB_493715
CD19 Monoclonal Antibody PE-Cyanine7 (1D3)	eBioscience	Cat#15360900; RRID:AB_657663
Pacific Blue anti-mouse CD90.2 (Thy1.2) (53-2.1)	Biolegend	Cat#140306; RRID:AB_10641693
APC/Cyanine7 anti-mouse Ly-6G/Ly-6C (Gr-1) (RB6-8C5)	Biolegend	Cat#108424; RRID:AB_2137485
APC/Cyanine7 anti-mouse/human CD11b (M1/70)	Biolegend	Cat#101226; RRID:AB_830642
PE anti-mouse NK-1.1 (PK136)	Biolegend	Cat#108708; RRID:AB_313395
APC anti-mouse CD11c (N418)	Biolegend	Cat#117310; RRID:AB_313779
Anti-trimethyl-Histone H3 (Lys4)	Millipore	Cat#07-473; RRID:AB_1977252

**Chemicals, peptides, and recombinant proteins**		

X-tremeGENE HP DNA Transfection Reagent	Roche	Cat#6366244001
Lenti-X concentrator	Takara Bio	Cat#631232
CD117 MicroBeads	Miltenyi Biotec	Cat#130-097-146
RetroNectin	Takara Bio	Cat#T100A
Mouse SCF Recombinant Protein	PeproTech	Cat#250-03
Mouse Flt-3 Ligand (FLT3L) Recombinant Protein	PeproTech	Cat#250-31L
Mouse IL-7 Recombinant Protein	PeproTach	Cat#217-17
Doxycycline Hydrochloride	Sigma	Cat#D3072-1ML
CountBright Absolute Counting Beads	Invitrogen	Cat#C36950
cOmplete EDTA-free Protease Inhibitor Cocktail	Roche	Cat#11873580001
Triton X-100	Sigma	Cat#T8787
Dynabeads Protein G	Invitrogen	Cat#10004D
IGEPAL CA-630	Sigma	Cat#I8896
RNase A, DNase and protease-free	Thermo Fisher Scientific	Cat#EN0531
Recombinant Proteinase K Solution	Invitrogen	Cat#AM2546
NEBuffer 2	New England Biolabs	Cat#B7002S
Biotin-14-dATP	Invitrogen	Cat#19524016
DNA Polymerase I, Large (Klenow) Fragment	New England Biolabs	Cat#M0210
T4 DNA Ligase Reaction Buffer	New England Biolabs	Cat#B0202
BSA	New England Biolabs	Cat#B9000
T4 DNA ligase	New England Biolabs	Cat#M0202
dNTPs	VWR	Cat#E636-40UMOLE
T4 DNA Polymerase	New England Biolabs	Cat#M0203
T4 Polynucleotide Kinase	New England Biolabs	Cat#M0201
Klenow Fragment (3′→5′ exo-)	New England Biolabs	Cat#M0212
Ampure XP Reagent	Beckman Coulter	Cat#A63881
dATP Solution	Thermo Fisher Scientific	Cat#R0141
dCTP SolutioG	Thermo Fisher Scientific	Cat#R0151
dGTP Solution	Thermo Fisher Scientific	Cat#R0161
dTTP Solution	Thermo Fisher Scientific	Cat#R0171
RPMI 1640 Medium, GlutaMAX Supplement	Thermo Fisher Scientific	Cat#61870-044
Fetal Bovine Serum	Thermo Fisher Scientific	Cat#10500064
Sodium Pyruvat	Thermo Fisher Scientific	Cat#11360-070
MEM Non-Essential Amino Acids Solution	Thermo Fisher Scientific	Cat#11140035
Gentamicin	Thermo Fisher Scientific	Cat#11520506
β-mercaptoethanol	Sigma	Cat#M3148
HEPES	Thermo Fisher Scientific	Cat#15630056
16% Formaldehyde, Methanol-free	Thermo Fisher Scientific	Cat#28908
Glycine	Sigma	Cat#50046
DPBS	Thermo Fisher Scientific	Cat#12037539
Potassium chloride	Sigma	Cat#P5405
Sodium Deoxycholate	Sigma	Cat#30970
Mbol	New England Biolabs	Cat# R0147
Sodium Bicarbonate	Sigma	Cat#S5761
Opti-MEM I Reduced Serum Medium	Thermo Fisher Scientific	Cat#31985-054

**Critical commercial assays**		

ChIP DNA Clean & Concentrator	Zymo Research	Cat#D5205
NextSeq 500/550 High Output Kit v2 75 cycles	Illumina	Cat#FC-404-2005
Fast-Link DNA Ligation Kit	Epicenter	Cat#LK0750H

**Deposited data**		

ChIP-seq H3K27ac K562	ENCODE Project Consortium	GEO:GSM733656
HiChIP H3K27ac K562	Mumbach et al.^42^	GEO:GSE101498
PLAC-seq H3K4me3 HCT116/A549	Chen et al.^45^	GEO:GSE161873
RNA-seq lymhoid populations	Yoshida et al.^38^	GEO:GSE122597
ATACseq 230238	Strid et al.^13^	GEO:GSE162858
ATAC-seq P2C2	Ungerbäck et al.^3^	GEO:GSE93755
H3K4me3 PLAC-seq 230238	Strid et al.^13^	GEO:GSE162858
H3K4me3 PLACseq P2C2	This study	GEO:GSE279961
ChIP-seq EBF1	Somasundaram et al.^50^	GEO:GSE159957
ChIP-seq PAX5	Okuyama et al.^76^	GEO:GSE126375
Cut&Run TCF7	Astori et al.^72^	GEO:GSE131673
ChIP-seq GATA3	Ungerbäck et al.^3^	GEO:GSE93755
RNA-seq WT/Ebf1KO	Strid et al.^13^	GEO:GSE92434
RNA-seq degradation	Zolotarev et al.^51^	N/A
ATAC-seq WT/Ebf1KO	Strid et al.^13^	GEO:GSE92434
H3K4me3 PLACseq WT/Ebf1KO ProB	Somasundaram et al.^50^	GEO:GSE159957
ChIP-seq H3K4me3 WT/Ebf1KO	Jensen et al.^7^	GEO:GSE162858
ChIP-seq H3K4me3 P2C2	This study	GEO:GSE279957

**Experimental models: Cell lines**		

Scid.adh.2C	Dionne et al.^77^	RRID:CVCL_B7SD
293T-HEK	Graham et al.^78^	RRID:CVCL_0063
OP9	Nakano et al.^79^	RRID:CVCL_4398
OP9D	Schmitt et al.^80^	RRID:CVCL_B218

**Experimental models: Organisms/strains**		

TetO-Cas9 mice (B6.Cg-*Col1a1*^*tm1(tetO-cas9)Sho*^/J)	The Jackson Laboratory	Strain#029476; IMSR_JAX:029476
R26m2rtTA	Zhu et al.^81^	N/A

**Oligonucleotides**		

Guide oligos (See Table S1E)	N/A	N/A

**Recombinant DNA**		

pAW13.lentiGuide-mCherry plasmid	Addgene	RRID: Addgene_104375
psPax2	Addgene	RRID:Addgene_12260
pMD2.G	Addgene	RRID:Addgene_12259

**Software and algorithms**		

Trim Galore (v.0.6.7)	Babraham Bioinformatics	RRID:SCR_011847
Bowtie 2 (v.2.4.4).	Langmead et al.^82^	RRID:SCR_005476
Deeptools (v1.9)	Ramírez et al.^83^	RRID:SCR_016366
MACS2 (v2.2.7.1)	Zhang et al.^84^	RRID:SCR_013291
IDR (v.2.0.4.2).	Li et al.^85^	RRID:SCR_017237
HiC-Pro (v2.11.4)	Servant et al.^86^	RRID:SCR_017643
FitHiChIP (v9.1)	Bhattacharyyae et al.^44^	N/A
ENCODE ATAC-seq pipeline (v.2.2.1)	ENCODE	RRID:SCR_023100
STAR (v2.7.3)	Doblin et al.^87^	RRID:SCR_004463
RSEM (v1.3.0)	Li et al.^88^	RRID:SCR_000262
HOMER	Heinz et al.^89^	RRID:SCR_010881
GREAT	McLean et al.^37^	RRID:SCR_005807
ICE-A	This study	https://github.com/Tingvall/ICE_A; https://doi.org/10.5281/zenodo.15194059
WashU Epigenome Browser (v54.0.6)	N/A	RRID:SCR_006208
ComplexHeatmap (v2.18.0)	Gu et al.^90^	RRID:SCR_017270
DESeq2 (v1.42.0).	Love et al.^91^	RRID:SCR_015687
DiffBind (v3.12.0)	Stark et al.^92^	RRID:SCR_012918
ggplot2 (v3.5.1)	Wickham et al.^93^	RRID:SCR_014601
ggpubr (v0.6.0)	N/A	RRID:SCR_021139
clusterProfiler (v4.10.0)	Yu et al.^94^	RRID:SCR_016884
bedtools (v2.30.0)	Quinlan et al.^95^	RRID:SCR_006646
GimmeMotifs (v0.15.2)	Bruse et al.^96^	RRID:SCR_001146
Benchling	Biology Software	RRID:SCR_013955
circlize (v0.4.16)	Gu et al.^97^	RRID:SCR_002141
ggVennDiagram (v1.5.2)	Gao et al.^98^	N/A
htslib (v1.10.2)	Bonfjeld et al.^99^	N/A
Nextflow	Di Tommaso et al.^40^	RRID:SCR_024135
UpSetPlot	N/A	RRID:SCR_023225
Cytoscape	Shannon et al.^100^	RRID:SCR_003032
Macs2_IDR pipeline	N/A	https://github.com/Tingvall/macs2_idr

### Experimental model and study participant details

#### Mice models

TetO-Cas9 mice (stock no: 029476 - B6.Cg-Col1a1^tm1(tetO-cas9)Sho^/J), bought from JAX, were crossed with R26m2rtTA mice^81^ to obtain a Cas9 inducible (iCas9) mouse line. Both male and female mice aged 8–16 weeks were used for isolation of BM progenitor cells. Animal procedures were performed with consent from the local ethics committee at Lund University (Sweden).

#### Cell lines

The DN3-line T cell progenitor cell line Scid.adh.2C2 is a subclone the Scid.adh cell line derived from a spontaneous thymic lymphoma in SCID mutant mouse.^77^ 230-238 is an Abelson transformed mueine pre-B cell line. Cell lines in the laboratory are tested for mycoplasma contamination on a regular basis.

#### Cell culturing

Scid.adh.2C2 cells were cultured in RPMI1640 with 10% fetal bovine serum, sodium pyruvate, non-essential amino acids, gentamicine and 50 μM β-mercaptoethanol. 230–238 cells were maintained in RPMI1640 supplimented with 10% heat-inactivated fetal calf serum, 25mM HEPES, 50 μg/mL Gentamicin, and 50μM β-mercaptoethanol. Primary bone marrow cells were cultured on OP9 or OP9D stromal cells in OptiMEM media supplemented with 10% fetal calf serum, 50μg/mL gentamicin, 50μM β-mercaptoethanol, 50 ng/mL KIT ligand, 50 ng/mL Fms-like tyrosine kinase 3 ligand (FLT3L) and 50 ng/mL interleukin-7 (IL-7). Cas9 expression was induced with 0.1 μg/mL Doxycyclin (DOX, Sigma). All cytokines were obtained from Peprotech.

### Method details

#### ICE-A

ICE-A is an open source tool for chromatin interaction-based annotation of genomic regions based on the widely used and reproducibility-focused workflow management system Nextflow.^40^ The tool allows for the assignment of target genes to one or more sets of genomic regions (bed format) using user-specified chromatin interactions. ICE-A accepts interactions in 2D-bed (bedpe) format with any number of columns, if the first six columns specify the genomic coordinates, making it compatible with different interaction-calling tools. ICE-A can be run on a standard laptop, with a typical run time for annotation of 4 peak files for basic and multiple mode is 2 and 8 min respectively. More information and installation instructions can be found at: https://github.com/Tingvall/ICE_A.

##### Interaction-based annotation

Interaction-based annotation of ICE-A is based on overlaps between the user-defined regions and interaction anchor points. A region overlapping an anchor point is assigned to a target gene if the corresponding interaction anchor overlaps with its promoter region (default: ±2,500 bp from the target TSS). Even though the main concept of ICE-A is to use chromatin interactions to improve the accuracy and specificity of the DRE annotation, the dependence on predefined interactions introduces constraints (e.g., bin size and minimum distance for interaction calling), thereby preventing the annotation of peaks to proximally located genes. Given the high likelihood that peaks located within promoter regions will influence the expression of the corresponding gene, disregarding these constraints would be inappropriate. To handle this aspect, ICE-A combines conventional proximity-based and interaction-based annotation systems to improve the accuracy and cell specificity of the annotation of distal regulatory regions, while still allowing for peaks that are located close to promoter regions to be annotated to the corresponding gene. For peaks located at a distance that is below the interaction threshold (default 2∗bin size) to the closest TSS, the proximal annotation obtained from annotatePeaks.pl for HOMER^89^ was applied, in addition to any available interaction-based annotations. The default behavior of ICE-A is to use only interactions that overlap with the peak in one of the anchor points and a promoter in the second anchor point. However, the resolution of the interaction-based annotation is limited by the bin size, with the consequence that loops where the true interaction is located several kilobases from the peak can be used for annotation, while closer interactions are ignored based on the arbitrarily defined bins. To make the interaction-based annotation less-stringent, ICE-A offers the possibility to also include neighboring interactions, defined by either the distance or number of bins from the bin overlapping the peak/promoter using the options: –close_peak_type and –close_promoter_type. Adjusting these parameters can also be suitable if the chromatin interactions used for annotation have been subjected to nearby interaction filtering, and in the case of an alternative TSS. As the default, ICE-A uses the TSS positions from HOMER, although it is possible to provide custom annotations to which the genomic regions can be assigned.

The main output from the peak-centered annotation is a single text file for each provided input bed with information about each annotation, including the target gene symbol, entrezID, distance to the target TSS, type of annotation used (proximal/interaction-based), and interaction score (if provided). In contrast to conventional proximity-based annotation, interaction-based annotation can generate multiple annotations per region. ICE-A offers several options for how to handle this depending on the intended subsequent analysis. The default behavior is to present all annotations in a comma-separated format with one row per peak. It is also possible to obtain the output file in a format with one row for each unique annotation. In addition to the annotated peak file(s), a gene list for each input bed file is provided, which is suitable for gene ontology analysis etc.

##### Modes

To account for different types of data, ICE-A can be run in three different modes. Basic mode performs interaction-based annotation one or more individual bed files. Multiple mode is suitable for cases where identification of overlaps between different sets of regions are of interest, e.g., co-occupancy of multiple transcriptional regulators. In addition to performing an annotation of every peak file, Multiple mode identifies overlaps defined either at the bin level or based on overlaps with customized regions (user-provided or a union of input bed files). Differential mode handles the common situation of comparing two conditions (e.g., differential TF binding). By providing the corresponding gene expression data, distally located peaks associated with changes in gene expression can be identified, as well as being categorized as activating or repressive.

##### Visualization

ICE-A provides numerous options for the visualization of peak annotations depending on the mode. If run in Multiple mode, the overlaps between a set of regions can be identified and visualized in the forms of UpSet and Circos plots. UpSet plots, which are based on the UpSetPlot library (a Python implementation of the UpSet plots^101^), show the overlaps of promoters and distally located regions, separately. For the Circos plot, overlaps between input bed files in interacting distal and proximal regions are visualized using the circlize R package.^97^ Both UpSet and Circos plots can be filtered on elements associated with a user-specified gene list if the option –filter_genes is used. For all three modes, there is the option to visualize the interaction in a network format using Cytoscape.^100^ If provided, interaction and/or peak scores can be represented by edge weight. If run in Differential mode, the network can be filtered according to differentially expressed genes, and separate networks for annotations associated with up- and down-regulated genes can be generated. In addition to the PDF output of the default network layout, ICE-A also provides the network xGMML files to be loaded into Cytoscape for visualization and customization in an interactive format.

#### Distance limits of proximity-based annotation

The theoretical distance limits for assignment of a distal element to a target gene were calculated for both the mouse (mm10) and human (hg38) genomes based on standard proximity annotation (annotation to the closest TSS) and GREAT. For standard proximity annotation, the upper threshold for assigning an element to a gene is half the distance to the upstream and downstream neighboring genes, respectively. For GREAT, the distance is extended to the basal gene regulatory domain (default −5 kb/+1 kb from the TSS) of the neighboring genes. Curated regions provided by GREAT (v4.0) are included in the distance calculations. For both annotation methods, the TSS coordinates are based on the USCS Known Gene dataset (NCBI build 37 derived from Ensembl Biomart ver. 67 for mouse, and GRCh38 derived from Ensembl Biomart ver. 90 for human). A violin plot of the maximal distance for CRE annotation (irrespective of direction) for each gene, as well as a barplot of the median upper distance limit in the up- and down-stream direction, respectively, was generated using ggplot2 (v3.5.1).

#### ChIP-sequencing and data analysis

##### ChIP-seq

ChIP-seq was carried out as previously reported for histone modifications in Strid et al. (2021)^13^ in duplicates. Scid.adh.2C T-cell progenitor cell line were fixed in 1% formaldehyde for 10 min at RT followed by quenching by addition of 1/10 volume of 0.125 M glycine and wash in PBS. Nuclei were isolated by incubation in Nuclei Isolation buffer (50 mM Tris, pH 8, 60 mM KCl, and 0.5% NP40) + protease inhibitor mixture (PIC) (Roche Diagnostics) for 10 min on ice. Pelleted nuclei were resuspended in Lysis buffer (0.5% SDS, 10 mM EDTA, 0.5 mM EGTA, and 50 mM Tris–HCl (pH 8))) + PIC and sonicated on a Bioruptor (Diagenode), followed by pelleting of debris. The supernatant was diluted 5× in HBSS (Lonza) + PIC and 2× radioimmunoprecipitation assay buffer (20 mM Tris–HCl (pH 7.5), 2 mM EDTA, 2% Triton X-100, 0.1% SDS, 0.2% sodium deoxycholate, and 200 mM NaCl) + PIC. 10 μL of H3K4me3 (Millipore, 07-473) was hybridized to 70 μL Protein G/A Dynabeads (Life Technologies). ChIP was performed overnight at 4 °C and subsequently washed 1 × 500 μL Low Salt Immune Complex Wash Buffer (0.1% SDS, 1% Triton-X, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 150 mM NaCl), 1x with 200 μL High Salt Immune Complex Wash Buffer, (0.1% SDS, 1% Triton-X, 2 mM EDTA, 20 mM Tris-HCl (pH 8.1), 500 mM NaCl), 1x with 200 μL LiCl Immune Complex Wash Buffer (0.25 M LiCl, 1% Igepal-CA630, 1% deoxycholic acid, 1 mM EDTA, 10 mM Tris (pH 8.1))), and 2x with 200 μL TE buffer (10 mM Tris-Hcl (pH 8.0), 10 mM EDTA). Chromatin was eluted for 6 h at 65 °C in Elusion buffer (20 mM Tris–HCl, pH 7.5, 5 mM EDTA, 50 mM NaCl, 1% SDS, 100 μg RNase A, and 50 μg proteinase K), and finally cleaned up using Zymo ChIP DNA Clean & Concentrator (Zymo Research). Libraries were prepared using NEXTflex DNA barcodes (Bioo Scientific). ChIP-seq libraries were subjected to 75 cycles of single-end sequencing on the NextSeq 500 system. The data was deposited in the GEO database (GSE279957).

##### ChIPseq data analysis

FASTQ files of the H3K4me3 histone ChIP-seq data from the 230–238, Scid.adh.2C and *Wt*/*Ebf1*^−/−^ pro-B cells were trimmed with Trim Galore (v.0.6.7) using the following options: -fastqc --clip_R1 5 --three_prime_clip_R1 3. Trimmed reads were mapped to the mm10 reference genome (GRCm38) using Bowtie (v.2.4.4). Bigwig files for genome browser visualization were generated with bamCoverage (--normalizeUsing RPGC --centerReads) from deepTools (v1.9). Peak calling was performed with a custom pipeline (https://github.com/Tingvall/macs2_idr), which included peak calling with MACS2 (v2.2.7.1) followed by IDR (v.2.0.4.2). The pipeline was run in narrow mode and the following options were used: --macs_q 0.05 --idr_threshold 0.05. The IDR optional peak set was used for the downstream analysis.

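The H3K4me3 ChIP-seq of the Abelson-transformed mouse pre-B cell line, a B cell progenitor line named in the methods beside Scid.adh.2C2, also consisted of 2 ChIP libraries and 1 input library and was deposited as 1 combined list. It contains 19604 peaks with a median width of 1590.5 bp and a median fold enrichment of 15.4, from 2.14 to 42.1. Peaks of the Scid.adh.2C2 list overlapped a peak of the list of the pre-B cell line by 1 bp or more in 11549 cases (74.4%, 95% Wilson interval 73.8% to 75.1%). In the other direction, 11894 of the peaks of the pre-B cell line had a partner in Scid.adh.2C2 (60.7%, interval 60.0% to 61.4%). With as many peaks of the pre-B cell line as the Scid.adh.2C2 list holds, taken by −log10 p, the shares were 70.5% in Scid.adh.2C2 and 71.7% in the pre-B cell line, so that the difference between the lists changed direction. Among peaks of at least 10-fold enrichment the share was 85.7% in Scid.adh.2C2 and 74.6% in the pre-B cell line. The partner could here be a peak of any enrichment in the other list. The median fold enrichment of Scid.adh.2C2 peaks was 23.8 with a partner and 9.08 without, and that of peaks of the pre-B cell line was 19.5 with a partner and 9.71 without. Of the peaks of the pre-B cell line, 13789 lay at annotated promoters (70.3%, interval 69.7% to 71.0%). The intervals cover counting error only, and the difference between the lines has no replicate check because each line has 1 combined list.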

#### HiChIP and PLAC-sequencing and data analysis

##### PLAC-sequencing

PLAC-seq was carried out in duplicates as previously reported.^50^ Scid.adh.2C cells were cross-linked with 1% formaldehyde for 5 min, re-suspended in ice cold lysis buffer (10 mM Tris-HCl (pH 7.5) 10mM NaCl, 0.2% NP-40) + Protease Inhibitors Cocktail (PIC, Roche) and incubated 15 min on ice. Pelleted cells were washed in ice-cold lysis buffer + PIC and resuspended in 0.5% SDS and incubated at 62 °C for 10 min. The reaction was diluted with water and 10% Triton X-100, followed by incubation at 37 °C for 15 min. Restriction enzyme digestion with 40U Mbol and 25 μL NEB2 buffer was performed by incubation at 37 °C for 2 h (shaking, 900 rpm), followed by inactivation by 20 min incubation at 62 °C. Fill-in reaction was conducted with 0.3 mM Biotin-14-dATP (ThermoFisher, 19524016), 0.3 mM dCTP, 0.3 mM dTTP, 0.3 mM dGTP and 40U Klenow (NEB, M0210) at 37 °C for 1.5 h with shaking, followed by ligation reaction by incubation at RT for 2 h with rotation in ligation master-mix (T4 ligation buffer (NEB, B0202), 1% Triton-X 100, 120 μg BSA (NEB, B9000), 4000U T4 DNA ligase (NEB, M0202)). Pellet cells were resuspended in 250 μL ChIP SDS-lysis buffer (0.5% SDS, 10 mM EDTA, 0.5 mM EGTA,50 mM Tris-HCl (pH 8.0)) + PIC followed by sonication on Covaris ME220 for 6 min (Peakpower = 75, cycles per burst = 1000, Duty Factor = 15%). Chromatin was spun spun down at 13000 rpm for 10 min and supernatants were diluted in 750 μL HBSS + 1 mL RIPA (20 mM Tris–HCl, pH 7.5, 2 mM EDTA, 2% Triton X-100,0.1% SDS, 0.2% sodium deoxycholate, 200 mM NaCl) + PIC. 1% input was removed and 10 μg H3K4me3 (Millipore, 07-473) pre-absorbed to 60 μL Protein-G dynabeads was added to remining sample, followed by ON incubation at 4 °C with rotation. Samples were washed 2x in Low Salt ImmuneComplex Wash Buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 50 mM Tris-HCl pH8,150 mM NaCl), 2x in High Salt Immune Complex Wash Buffer (0.1% SDS, 1 %Triton X 100, 2 mM EDTA, 50 mM Tris-HCl pH 8.0, 500 mM NaCl), 1x in LiCl Immune Complex Wash Buffer (0.25 M LiCl, 1% Igepal-CA630, 1% sodium deoxycholate, 1mM EDTA, 10 mM Tris-HCl pH 8.0), 2x in TE buffer (10 mM Tris–HCl, pH 8.0,10 mM EDTA) followed by elution of chromatin with two rounds of 100 μL elution buffer (1%SDS, 100 mM NaHCO3) with shaking (1500 rmp). Eluded chromatin complexes were reverse cross-linked ON at 65 °C with the addition of 250 mM NaCl, 100 μg RNase A (ThermoFisher, EN0531) and 50 μg proteinase K (ThermoFisher, AM2546) followed by clean up using Zymo Research ChIP DNA Clean &Concentrator (Zymo Research). 25 μL of Streptavidin T1 beads (Thermo Fisher,65601) washed in Tween Wash Buffer (5 mM Tris-HCl pH 8.0, 0.5 mM EDTA, 1 M NaCl, 0.05% Tween-20) then resuspended in 50 μL of Biotin Binding Buffer (10 mM Tris-13HCl pH 7.5, 1 mM EDTA, 2M NaCl), were added to samples followed by incubation at RT for 15 min with shaking. Beads were recovered using a magnet, washed 2x in Tween Wash buffer and incubated at 55 °C for 2 min with shaking followed by another wash in T4DNA ligation buffer. Captured beads were resuspended in 100 μL end-repair mastermix (0.5 mM dNTPs (VWR, E636-40UMOLE), 12U T4 DNA Polymerase (NEB, M0203), 50U T4 Polynucleotide Kinase (NEB, M0201), 5U Klenow (NEB, M0210), NEBT4 DNA ligase buffer) followed by incubation at RT for 30 min with shaking. Samples were washed 3x in Tween Wash buffer, incubated at 55 °C for 2 min with shaking and washed 1x in NEB2 buffer. Beads were captured, and incubated with100 μL A-tailing reaction mix (0.5 mM dATP (ThermoFisher), 25U Klenow Exo- (NEB, M0212), NEB2 buffer) with shaking, washed 2x with Tween Wash buffer and incubation at 55 °C for 2 min with shaking. Beads were washed 1x in 100 μL Fast-Link ligation buffer (Epicenter, LK0750H) followed by NEXTflex DNA barcode ligation (BIOO scientific) using the Fast-link ligation kit (Epicenter,LK0750H) and 3x wash in Tween wash buffer, incubation at 55 °C FOR 2 min and finally wash in 100 μL 10mMTris-HCl (pH 8.0). PCR amplification of libraries was performed according to optimal number of cycles determined by qPCR, and beads were collected on magnet. Libraries (supernatants) clean-up was performed with Ampure XP (0.8x sample volume). PLAC-seq libraries were subjected to 2 × 38 cycles of paired-end sequencing on the NextSeq 500 system. The data is deposited as in the GEO database (GSE279961).

##### Preprocessing of PLAC-seq data

H3K4me3 PLAC-seq data generated from *Wt* and *Ebf1*^−/−^ fetal liver pro-B cells were generated and preprocessed according to Strid et al.^13^ For the preprocessing of H3K4me3 PLAC-seq data from the Scid.adh.2C pro-T cells, FASTQ files from two replicates were merged and trimmed with Trim Galore (v0.6.7) using the following options: (--paired --fastqc --clip_R1 10 --clip_R2 10 --three_prime_clip_R1 3 --three_prime_clip_R2 3. Trimmed reads were processed through the HiC-Pro pipeline (v2.11.4)^86^ for the generation of valid interaction pairs. The HiC-pro processing included alignment to the mm10 reference genome (GRCm38) using Bowtie2 (v2.4.2)^82^^,^^102^ and the assignment of mapped reads to an mm10 *MboI* restriction map.

##### Interaction calling

For the H3K27ac HiChIP data obtained from the K562 cells and for the H3K4me3 PLAC-seq data from the Scid.adh.2C cells, interaction calling was performed with FitHiChIP (v9.1)^44^ using the merged validParirs output from the HiC-Pro pipeline with the following parameters: IntType = 3, BINSIZE = 5000, LowDistThr = 10000, UppDistThr = 3000000, UseP2PBackgrnd = 0, BiasType = 1, MergeInt = 1, QVALUE = 0.05. The corresponding H3K27ac ChIP-seq peak in broadPeak format (GSM733656) was used as the reference peak file. 

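For the Scid.adh.2C2 cells, the H3K4me3 peaks covered 25.8 Mb of the genome. On a grid of 5000 bp bins counted from the start of each chromosome, 17737 bins contained 1 bp or more of an H3K4me3 peak. A peak summit was contained in 13439 bins. When only peaks of at least 10-fold enrichment were used, 14983 bins contained a peak.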

The merged close PEAK-to-ALL interactions, passing the significance threshold (q < 0.05), was used as the input for peak annotation conducted using ICE-A. The H3K27ac ChIP-seq peaks (GSM733656) and H3K4me3 ChIPseq peaks (this study) from matching cell types were provided as PeakFile references. For the *Wt* and *Ebf1*^−/−^ cells, ALL-to-ALL interactions were generated with the same parameters, except for IntType = 4. For comparison, ALL-to-ALL interactions were also generated for the Scid.adh.2C cells.

#### ATAC-seq data analysis

ATAC-seq data were preprocessed with the ENCODE ATAC-seq pipeline (https://github.com/ENCODE-DCC/atac-seq-pipeline) (v.2.2.1). For paired-end data from 230-238 cells, the pipeline was run with the following argument: (“atac.paired_end”:true, “atac.auto_detect_adapter”: true, “atac.multimapping”: 4, “atac.mapq_thresh”: 30, “atac.dup_marker”: “picard”, “atac.no_dup_removal”: false, “atac.enable_idr”: true, “atac.idr_thresh”: 0.05, “atac.enable_count_signal_track”: true, “atac.filter_chrs”: [“chrM”, “MT”]. Single-end data from Scid.adh.2C and *Wt*/*Ebf1*^−/−^ pro-B cells were analyzed as for the 230–238 cells with the following differences: “atac.paired_end”:true “atac.no_dup_removal”: false. The IDR optimal peak set was used for the downstream analysis.

#### RNA-seq data analysis

RNA-seq data derived from common progenitor populations, as well as from early B- and T-cell progenitors from the Immgen consortium (GSE122597) were preprocessed by trimming with TrimGalore (v0.6.4), followed by alignment to the mm10 mouse reference genome (GRCm38.p5.vM15) using STAR (v2.7.3). Transcript levels were generated with rsem-calculate-expression in RSEM (v1.3.0), with the following options: --paired-end --alignments --forward-prob 0 --seed-length 20 --output-genome-bam --sampling-for-bam --estimate-rspd --calc-c.

#### Identification of functional K562 enhancers

CRISPRi-FlowFISH-validated enhancer-promoter pairs in K562 cells^41^ were used to assess the ability of ICE-A to annotate *cis*-regulatory elements compared to other available annotation tools [proximity annotation with HOMER^89^ and GREAT^37^]. Enhancer-promoter pairs [taken from Table S3A in the paper of Fulco et al. (2019)]^41^ were filtered to exclude: (i) candidate enhancer elements with a distance >3 Mb from the target TSS; and (ii) elements within promoters or gene bodies. Enhancer-promoter pairs with a reported false discovery rate (FDR) < 0.05 were considered significant enhancers with respect to their corresponding target gene(s) and were used as inputs for the evaluation of the different annotation methods. Proximity annotation of validated enhancers was performed using annotatePeaks.pl with HOMER (v4.10.0) using the hg19 RefSeq annotations. Annotation with GREAT (v.4.0) was performed using the Basal plus extension mode with default settings for the basal regulatory domain. The maximum distance for annotation of distal regions was increased to 3 Mb, corresponding to the maximum distance used for interaction calling of the HiCHiP data GSM2705043-GSM2705045.^42^ For ICE-A, the interaction-based annotation of the validated enhancers was based on H3K27ac HiChIP significant interactions that were called with FitHiChIP. ICE-A was run in Basic mode with the default parameters, with the exceptions of --multiple_anno keep. For all three annotation methods, the numbers and percentages of correctly annotated enhancers were evaluated and presented, both overall and on the individual gene level for different distance ranges. In addition, the performance of ICE-A annotation without proximal annotation were evaluated and compared against other annotation methods, with regards to the ability to identify significant enhancers and their precision (percentage of functional enhancers among total annotated elements). Fraction of enhancers with H3K27ac was evaluated and WashU Epigenome Browser (v54.0.6) was used to visualize identified enhancers of *Gata1*, along with the H3K27ac ChIPseq and HiChIP data.

#### Annotation of enhancers for cancer fitness

Benchmarking of ICE-A against alternative annotation methods were performed with enhancers essential for cancer fitness and proliferation from Chen et al.,^45^ obtained from a CRISPRi screening. Essential enhancer in HCT-116 colorectal cancer cell line were filtered for having a TSS of an essential target gene within 2Mb. Target genes discovery of essential enhancers was performed with proximity annotation using HOMER (v4.10.0), GREAT (v.4.0) with default setting and ICE-A (default settings except --close_peak_type distance and –close_promoter_type distance). Hg38 TSS location from GREAT (v.4.0) were used for all annotation methods (specified with -gtf in HOMER and –tss in ICE-A). For ICE-A, H3K4me3 PLAC-seq interactions from HCT-116 cell line, as well as A549 lung cancer cell line was used for annotation (the interactions down sampled to have equal number of total interactions, based on interaction score). In addition, ICE-A with proximity annotations excluded were compared against the other annotation strategies. The performance to identify relevant target genes were evaluated based on fraction of essential target genes assigned to at least one essential gene. In addition, the specificity was evaluated based on fraction of essential genes among all target gene assignments.

#### Investigation of lineage-specific elements

##### B- and T-lineage specific elements

A gene-level matrix from the RSEM expression tool was used to estimate the numbers of progenitor and lymphoid populations from the Immgen consortium (LTHSC_CD34-, LTHSC_CD34+, STHSC, MPP4, CLP, FrA, FrBC, FrE, DN1, DN2a, DN2b, DN3) using tximport (v1.3.0), and then variance stabilizing transformed using DESeq2 (v1.42.0). K-mean clustering and visualization of *z*-scored variance stabilizing transformation (VST) counts averaged per population were performed using the ComplexHeatmap package (v2.18.0). The clustering was restricted to genes that were identified as being differentially expressed between committed FrBC B-progenitor and DN2b T-progenitor cell populations (padj <0.01 & |log2FC|>2) using DESeq2. Clusters with a lineage-specific expression profile were used to define B- and T-lineage-specific gene sets. Lineage-specific elements were defined as open regions from the 230-238 B-cell progenitor cell line (GSE162858) or Scid.adh.2C2 T-cell progenitor cell line (GSE93755), which interacted with the corresponding lineage-specific gene sets. Assignment of target genes to open chromatin regions was based on matching H3K4me3 PLAC-seq interactions using ICE-A with the default options, with the exceptions of: --close_peak_type distance --close_promoter_type distance. Distal elements are defined as non-promoter regions.

##### Chromatin accessibility and motif enrichment

ATAC-seq counts in open chromatin regions for 230-238 B-cell progenitor cell line (GSE162858) and Scid.adh.2C2 T-cell progenitor cell line (GSE93755) were extracted and normalized based on full library size using DiffBind (v3.12.0). Replicates are aggregated and log2 mean normalized counts are visualized in a violin plot for each set of lineage-specific distal elements using ggplot2 (v3.5.1). Statistical analysis was performed with stat_comapre_means from the ggpubr package (v0.6.0) and based on Mann–Whitney U test. The difference in chromatin accessibility was also evaluated separately based on annotation strategy used for target gene assignment. *De novo* motif enrichment analysis was performed for B-cell- and T-cell-specific distal elements using findMotifGenome -size 200 -mask from HOMER (v4.10.0). The chromatin accessibility in B- and T cell associated elements were also evaluated based on type of annotation (proximity and/or interaction-based annotation) used by ICE-A.

##### Transcription factor co-occupancy analysis

Co-occupancy of the lymphoid TFs EBF1 (GSE159957), PAX5 (GSE126375), TCF7 (GSE131673) and GATA3 (GSE93755) in lineage-specific elements is investigated using ICE-A run in multiple mode (--mode multiple) with the following options: --upset_plot --circos_plot --circos_use_promoters --skip_promoter_promoter. The co-occupancy analysis was restricted to lineage-specific distal elements (--in_regions regions.bed), interacting with B- and T-cell gene sets (--filter_genes --genes genes.txt).

#### Regulation of broadly expressed genes

##### Investigation of Ebf1 target genes

EBF1 target genes are defined as genes associated to EBF1 bound elements with ICE-A annotation (default options used, with the exceptions of: --close_peak_type distance --close_promoter_type distance). The gene expression patterns of EBF1 targets in early lymphoid development were visualized in a heatmap of the Immgen gene expression data, as described for the identification of B-/T-cell-specific elements, except that EBF1-associated genes were selected. EBF1 targets were classified based on differential gene expression between FL *Wt* and *Ebf1*-deficient pro-B cells from GSE92434. Normalized gene expression data were merged per cell type and filtered for genes with normalized score >1 in at least one of the cell types. Up-regulated or down-regulated genes in *Wt* vs. *Ebf1*^−/−^ were defined as genes with a significant difference in gene expression (padj <0.05) and |log2FC| >1, and common genes were defined as non-differentially expressed genes with |log2FC| <log2(1.5). CompareClusters from the clusterProfiler package (v4.10.0) was used to compare the levels of enrichment of biological process gene ontologies between the different categories of EBf1 targets, split into genes that are bound by EBF1 in promoter or distal (>2.5 kb from TSS) elements.

##### Ebf1-mediated chromatin accessibility change

ATAC-seq data from *Wt* and *Ebf1*-deficient FL pro-B cells (GSE92434) were used to investigate the effect of EBF1 activity on chromatin accessibility. A consensus peak set for the *Wt* and *Ebf1*^−/−^ data, defined as the aggregated union of peaks, was generated using bedtools (v2.30.0). ATAC-seq counts for the *Wt* and *Ebf1*^−/−^ pro-B cells in the consensus peak set were extracted using DiffBind (v3.12.0). Differential accessibility analysis between *Wt* and *Ebf1*^−/−^ cells was performed using DESeq2 (v1.42.0). The percentage of elements with a significant EBF1-mediated change in chromatin accessibility (|log2FC|>1, padj <0.05) were visualized in a stacked barplot. The analysis was restricted to elements that were open and associated with at least one gene in *Wt* pro-B cells, split into different categories based on EBF1-mediated changes in gene expression and type of element (promoter/distal). Comparative motif analysis of elements split into categories of EBF1 occupancy and direction of change was performed with gimme maelstrom from GimmeMotifs (v0.15.2).

##### EBF1-addicted gene regulation

To investigate a potential scenario of EBF1-addicted gene regulation, gene expression data derived from the EBF1 degradation system of Zolotarev et al.^51^ were used. Genes with EBF1-addicted activation or repression were defined as commonly expressed genes in *Wt* vs. *Ebf1*^−/−^ pro-B cells, with significantly differential expression at EBF1 degradation (padj <0.05, |FC| >1.5). Gene ontology enrichment analysis of the biologic processes for the top 50 genes (based on log2FC in the degradation system) with EBF1-addicted activation/repression was performed using CompareClusters from the clusterProfiler package (v4.10.0). *Myc* represent an example of a gene with EBF1-addicted activation. The WashU Epigenome Browser (v54.0.6) was used to visualize Ebf1 binding, chromatin accessibility of *Wt* and *Ebf1*^−/−^ pro-B cells, and H3K4me3 PLAC-seq interactions from *Wt* pro-B cells at the *Myc* locus, with a zoomed-in view of the BENC region located ∼1.6 Mb upstream of the TSS.

#### Inactivation of putative EBF1 target genes

##### Virus expressed guides for CRISPR/Cas9

CRISPR guides were identified by overlaying the genomic coordinates of coding genes of interest with potential CRISPR/Cas9 guides in Benchling (Biology Software. 2020) using the single guide, mm10 genome and 3′ NGG PAM settings. Guides which promote Cas9 mediated cutting within the coding regions were selected for cloning into pAW13.lentiGuide-emCherry plasmid (lentiguide-mCherry, Addgene plasmid #104375; http://n2t.net/addgene:104375; RRID: Addgene_104375, a gift from Richard Young). Lentiviruses were produced by transfecting 293T-HEK cells with lentiguide-mCherry plasmids as well as psPax2 and pMD2G packaging plasmids together with X-tremeGENE HP DNA Transfection Reagent (Sigma) according to the manufacturer’s instructions. The resulting virus was harvested after 54–64 h and concentrated using the Lenti-X concentrator according to the manufacturer’s instructions (Takara Bio).

##### Functional screen for target gene relevance

Hind bones from iCas9 mice aged 8–16 weeks were crushed in a mortar and the cell suspension passed through a 50um filter. KIT^+^ cells were isolated by magnet-activated cell sorting column using anti-CD117 immunomagnetic beads (Miltenyi Biotec). The cells were transduced with lentiviruses carrying gRNAs targeting putative EBF1-target genes as well as positive (Ebf1) and negative (Rosa 26, R26) control gRNAs. Briefly, non-tissue coated plates were coated with 40 μg/mL retronectin (Takara Bio) overnight at 4 °C, blocked with a 2% BSA solution at RT for 30 min and washed with PBS. Thereafter, viruses were added, and plates spun at 2000×g and 32 °C for 2 h. The remaining viral supernatant was aspirated, and wells were washed with PBS. KIT^+^ cells were then added to the virus-coated wells and plates spun at 300×g and 32 °C for five minutes. After an overnight culture in OptiMEM media supplemented with 10% fetal calf serum, 50μg/mL gentamicin, 50μM β-mercaptoethanol, 50 ng/mL KIT ligand, 50 ng/mL Fms-like tyrosine kinase 3 ligand (FLT3L) and 50 ng/mL interleukin-7 (IL-7) and Doxycyclin (DOX, Sigma) to induce Cas9 expression, transduced BM cells were put in co-culture with OP9 or OP9D stromal cells. The cells were cultured in OptiMEM media supplemented with 10% fetal calf serum, 50 μg/mL gentamicin, 50μM β-mercaptoethanol, 10 ng/mL KIT ligand, 10 ng/mL FLT3L and 10 ng/mL IL-7 and DOX (0.1 μg/mL DOX every two days). At day3 post transduction, CD45+mCherry+ cells were sorted for subsequent OP9/OP9D co-culture as above. At day 11, the cells were stained with an antibody cocktail containing CD45 (30-F11, AF700, BioLegend, 103128), CD19 (1D3, PECy7, eBioscience, 15360900), Thy1.2 (53-2.1, Pacific Blue, BioLegend, 140306), Gr1 (RB6-8C5, APCCy7, BioLegend, 108424), CD11b (M1/70, APCCy7, BioLegend, 101226), NK1.1 (PK136, PE, BioLegned, 108708) and CD11c (N418, APC, BioLegned, 117310). 7AAD was used as a viability marker. The absolute number of B-cells (CD45+Gr1-CD11b-CD11c-NK1.1-CD19^+^) and T-cells (CD45+Gr1-CD11b-CD11c-NK1.1-CD19-Thy1+) generated was determined by FACS analysis using the addition of a set amount of CountBright Absolute Counting Beads (Fisher Scientific) and presented relative to R26 control (Table S1F).

#### Dynamics of promoter/enhancer interactions

##### Interaction landscape in lymphoid development

A consensus set of distal elements involved in lymphoid development (based on open chromatin regions in 230-230 or Scid.adh.2C2 cells; see Figure 2) were annotated in a lineage-specific manner using ICE-A with H3K4me3 significant PLAC-seq interactions from Scid.adh.2C2 pro-T cells and *Wt*/*Ebf1*^−/−^ pro-B cells. For comparison, the numbers of total ALL-to-ALL interactions were subsetted to the dataset with the fewest interactions (top interactions based on FitHiChIP *q*-values are retained). Distal elements were filtered for interactions with B- or T-lineage-specific genes (defined in Figure 2) in any of the cell types. For these putative lineage-specific DREs, the overall enhancer-promoter interaction landscape was compared between cell types and visualized with Circos plots using the circlize package (v0.4.16). Only interactions with B-/T-lineage-restricted genes (defined in Figure 2A) or common target genes [|log2FC FrBCvsDN2b | <log2(1.5)] with activated promoters were included (defined by overlap with H3K4me3 in the promoter of the respective cell type). 

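The number of lineage-restricted genes with an activated promoter depends on how a promoter is drawn. In Scid.adh.2C2, a window of 1000 bp either side of the TSS gave 130 marked T-lineage and 90 marked B-lineage genes, and a window of 5000 bp gave 145 and 102. With only the most upstream TSS of each gene, 122 T-lineage and 92 B-lineage genes were marked. When the peak summit had to lie inside the window of 2500 bp, 136 and 93 genes were marked. The TSSs used by ICE-A itself were inferred from the element positions and distances in Tables S1C and S1D, of which 1997 and 489 rows were at hand and 1035 and 286 rows were left out of the copy used. At these TSSs, 44 of 51 T-lineage genes (86.3%) and 34 of 86 B-lineage genes (39.5%) were marked. No test was run on these genes, which are those whose annotated distal elements in the rows at hand pointed to the same TSS. Genes with only a single element in these rows, or with elements that gave no clear TSS, were left out. The paper assigned annotated distal elements by proximity or by H3K4me3 PLAC-seq interactions of the matching line. In Scid.adh.2C2 the H3K4me3 peaks were the reference for calling these interactions. The T-lineage genes can therefore be preselected for a marked promoter, and their share of 86.3% cannot be read as an effect of the TSSs used.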

For visualization of the dynamics of enhancer/promoter interactions in early lymphocytic development, a Venn diagram displaying the numbers and percentages of interactions with B- or T-lineage-restricted genes present in each cell type was generated using the ggVennDiagram package (v1.5.2). In addition, a Venn diagram displaying the degree of overlap between the interactions with alternative common target genes for the lineage-restricted, gene-associated DREs was generated.

##### Genome browser visualization

Genome browser tracks of interactions associated with putative lineage-specific DREs were generated for visualization in the WashU Epigenome Browser (v54.0.6), by compressing and indexing sorted and filtered H3K4me3 PLAC-seq interactions from the Scid.adh.2C2 and FL *Wt* and *Ebf*^*1−/−*^ pro-B cells using bgzip and tabix from htslib (v1.10.2). The filtered interactions, along with ATAC-seq and H3K4me3 tracks from each cell type, as well as EBF1 and PAX5 binding were visualized in the WashU Epigenome Browser (v54.0.6) at the *Gata3* locus.

### Quantification and statistical analysis

Analysis workflows for HiChIP/PLAC-seq, ChIP-seq, ATAC-seq and RNA-seq are presented in detail in the method details section. For chromatin interaction data, FitHiChiP (v9.1) is used for calling significant (q-value < 0.05) interactions. For ChIP-seq/ATAC-seq data peaks are called using macs2 (v2.2.71) with a q-value threshold of 0.05. 

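In the H3K4me3 lists, the lowest IDR score was 540 and the highest was 1000. The highest score was given to 14513 of the 15513 Scid.adh.2C2 peaks (93.6%) and to 18406 of the 19604 peaks of the pre-B cell line (93.9%). When the peaks of each list were ranked by −log10 p and divided into 10 groups of equal size, peaks below the highest score were found mostly in the weakest group, with 669 in Scid.adh.2C2 and 851 in the pre-B cell line. They were few in the middle groups and more frequent again in the strongest group, with 165 in Scid.adh.2C2 and 121 in the pre-B cell line. In the group next to the strongest there were 20 in Scid.adh.2C2 and 9 in the pre-B cell line.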

Significant peaks are defined as peaks passing an irreproducibility discovery rate (IDR) of 0.05 from two replicates. For ChIP-seq matching input controls are used in peak calling. Transcript levels count from RNA-seq data were generated with rsem-calculate-expression in STAR (v1.3.0). Differential accessibility and expression analysis is performed with Wald test using DESeq2 (v1.42.0). Features with an Benjamini-Hochberg adjusted p-value < 0.05 are considered significant is not specified otherwise. Log2FC cutoff value for specific analysis are provided in the respective figure legends. Motif enrichment analysis is performed with HOMER (v4.10.0) for *de novo* motif analysis or GimmeMotifs (v0.15.2) for comparative motif enrichment. Gene set enrichment analysis was performed with the CompareCluster from the clusterProfiler package (v4.10.0) with a significance level of padj (Benjamini-Hochberg correction) < 0.05. If not stated otherwise, statistical analysis is performed with the stat_comapre_means from the ggpubr package (v0.6.0) and based on Mann–Whitney U test. Statistical significance levels are denoted as follows, p-value < 0.05: ∗, p-value < 0.01: p∗∗, p-value < 0.001: ∗∗∗, p-value < 0.0001: ∗∗∗∗.

### Additional resources

ICE-A is available as an open source tool on GitHub: https://github.com/Tingvall/ICE_A**.**

## References

[1] Hosokawa H., Romero-Wolf M., Yui M.A., Ungerbäck J., Quiloan M.L.G., Matsumoto M., Nakayama K.I., Tanaka T., Rothenberg E.V. (2018). Bcl11b sets pro-T cell fate by site-specific cofactor recruitment and by repressing Id2 and Zbtb16. Nat. Immunol..

[2] Li L., Leid M., Rothenberg E.V. (2010). An early T cell lineage commitment checkpoint dependent on the transcription factor Bcl11b. Science.

[3] Ungerbäck J., Hosokawa H., Wang X., Strid T., Williams B.A., Sigvardsson M., Rothenberg E.V. (2018). Pioneering, chromatin remodeling, and epigenetic constraint in early T-cell gene regulation by SPI1 (PU.1). Genome Res..

[4] Weber B.N., Chi A.W.S., Chavez A., Yashiro-Ohtani Y., Yang Q., Shestova O., Bhandoola A. (2011). A critical role for TCF-1 in T-lineage specification and differentiation. Nature.

[5] Hosokawa H., Rothenberg E.V. (2018). Cytokines, Transcription Factors, and the Initiation of T-Cell Development. Cold Spring Harb. Perspect. Biol..

[6] Lin Y.C., Jhunjhunwala S., Benner C., Heinz S., Welinder E., Mansson R., Sigvardsson M., Hagman J., Espinoza C.A., Dutkowski J. (2010). A global network of transcription factors, involving E2A, EBF1 and Foxo1, that orchestrates B cell fate. Nat. Immunol..

[7] Jensen C.T., Åhsberg J., Sommarin M.N.E., Strid T., Somasundaram R., Okuyama K., Ungerbäck J., Kupari J., Airaksinen M.S., Lang S. (2018). Dissection of progenitor compartments resolves developmental trajectories in B-lymphopoiesis. J. Exp. Med..

[8] Treiber T., Mandel E.M., Pott S., Györy I., Firner S., Liu E.T., Grosschedl R. (2010). Early B Cell Factor 1 Regulates B Cell Gene Networks by Activation, Repression, and Transcription- Independent Poising of Chromatin. Immunity.

[9] Pongubala J.M.R., Northrup D.L., Lancki D.W., Medina K.L., Treiber T., Bertolino E., Thomas M., Grosschedl R., Allman D., Singh H. (2008). Transcription factor EBF restricts alternative lineage options and promotes B cell fate commitment independently of Pax5. Nat. Immunol..

[10] Györy I., Boller S., Nechanitzky R., Mandel E., Pott S., Liu E., Grosschedl R. (2012). Transcription factor Ebf1 regulates differentiation stage-specific signaling, proliferation, and survival of B cells. Genes Dev..

[11] Revilla-I-Domingo R., Bilic I., Vilagos B., Tagoh H., Ebert A., Tamir I.M., Smeenk L., Trupke J., Sommer A., Jaritz M., Busslinger M. (2012). The B-cell identity factor Pax5 regulates distinct transcriptional programmes in early and late B lymphopoiesis. EMBO J..

[12] Sigvardsson M. (2023). Transcription factor networks link B-lymphocyte development and malignant transformation in leukemia. Genes Dev..

[13] Strid T., Okuyama K., Tingvall-Gustafsson J., Kuruvilla J., Jensen C.T., Lang S., Prasad M., Somasundaram R., Åhsberg J., Cristobal S. (2021). B Lymphocyte Specification Is Preceded by Extensive Epigenetic Priming in Multipotent Progenitors. J. Immunol..

[14] Laverré A., Tannier E., Necsulea A. (2022). Long-range promoter-enhancer contacts are conserved during evolution and contribute to gene expression robustness. Genome Res..

[15] Mills C., Muruganujan A., Ebert D., Marconett C.N., Lewinger J.P., Thomas P.D., Mi H. (2020). PEREGRINE: A genome-wide prediction of enhancer to gene relationships supported by experimental evidence. PLoS One.

[16] Dobi K.C., Winston F. (2007). Analysis of transcriptional activation at a distance in Saccharomyces cerevisiae. Mol. Cell Biol..

[17] Kvon E.Z., Kazmar T., Stampfel G., Yáñez-Cuna J.O., Pagani M., Schernhuber K., Dickson B.J., Stark A. (2014). Genome-scale functional characterization of Drosophila developmental enhancers in vivo. Nature.

[18] Ren X., Wang M., Li B., Jamieson K., Zheng L., Jones I.R., Li B., Takagi M.A., Lee J., Maliskova L. (2021). Parallel characterization of cis-regulatory elements for multiple genes using CRISPRpath. Sci. Adv..

[19] Lidschreiber K., Jung L.A., von der Emde H., Dave K., Taipale J., Cramer P., Lidschreiber M. (2021). Transcriptionally active enhancers in human cancer cells. Mol. Syst. Biol..

[20] Clément Y., Torbey P., Gilardi-Hebenstreit P., Roest Crollius H. (2020). Enhancer-gene maps in the human and zebrafish genomes using evolutionary linkage conservation. Nucleic Acids Res..

[21] Li G., Ruan X., Auerbach R.K., Sandhu K.S., Zheng M., Wang P., Poh H.M., Goh Y., Lim J., Zhang J. (2012). Extensive promoter-centered chromatin interactions provide a topological basis for transcription regulation. Cell.

[22] Sanyal A., Lajoie B.R., Jain G., Dekker J. (2012). The long-range interaction landscape of gene promoters. Nature.

[23] van Arensbergen J., van Steensel B., Bussemaker H.J. (2014). In search of the determinants of enhancer-promoter interaction specificity. Trends Cell Biol..

[24] Ptashne M. (1986). Gene regulation by proteins acting nearby and at a distance. Nature.

[25] Schleif R. (1992). DNA looping. Annu. Rev. Biochem..

[26] Lieberman-Aiden E., van Berkum N.L., Williams L., Imakaev M., Ragoczy T., Telling A., Amit I., Lajoie B.R., Sabo P.J., Dorschner M.O. (2009). Comprehensive mapping of long-range interactions reveals folding principles of the human genome. Science.

[27] Dixon J.R., Selvaraj S., Yue F., Kim A., Li Y., Shen Y., Hu M., Liu J.S., Ren B. (2012). Topological domains in mammalian genomes identified by analysis of chromatin interactions. Nature.

[28] Rao S.S.P., Huntley M.H., Durand N.C., Stamenova E.K., Bochkov I.D., Robinson J.T., Sanborn A.L., Machol I., Omer A.D., Lander E.S., Aiden E.L. (2014). A 3D map of the human genome at kilobase resolution reveals principles of chromatin looping. Cell.

[29] Popay T.M., Dixon J.R. (2022). Coming full circle: On the origin and evolution of the looping model for enhancer-promoter communication. J. Biol. Chem..

[30] Hnisz D., Weintraub A.S., Day D.S., Valton A.L., Bak R.O., Li C.H., Goldmann J., Lajoie B.R., Fan Z.P., Sigova A.A. (2016). Activation of proto-oncogenes by disruption of chromosome neighborhoods. Science.

[31] Kragesteen B.K., Spielmann M., Paliou C., Heinrich V., Schöpflin R., Esposito A., Annunziatella C., Bianco S., Chiariello A.M., Jerković I. (2018). Dynamic 3D chromatin architecture contributes to enhancer specificity and limb morphogenesis. Nat. Genet..

[32] Lupiáñez D.G., Kraft K., Heinrich V., Krawitz P., Brancati F., Klopocki E., Horn D., Kayserili H., Opitz J.M., Laxova R. (2015). Disruptions of topological chromatin domains cause pathogenic rewiring of gene-enhancer interactions. Cell.

[33] Stadhouders R., Filion G.J., Graf T. (2019). Transcription factors and 3D genome conformation in cell-fate decisions. Nature.

[34] Lim B., Levine M.S. (2021). Enhancer-promoter communication: hubs or loops?. Curr. Opin. Genet. Dev..

[35] Benabdallah N.S., Williamson I., Illingworth R.S., Kane L., Boyle S., Sengupta D., Grimes G.R., Therizols P., Bickmore W.A. (2019). Decreased Enhancer-Promoter Proximity Accompanying Enhancer Activation. Mol. Cell.

[36] Fukaya T., Lim B., Levine M. (2016). Enhancer Control of Transcriptional Bursting. Cell.

[37] McLean C.Y., Bristor D., Hiller M., Clarke S.L., Schaar B.T., Lowe C.B., Wenger A.M., Bejerano G. (2010). GREAT improves functional interpretation of cis-regulatory regions. Nat. Biotechnol..

[38] Yoshida H., Lareau C.A., Ramirez R.N., Rose S.A., Maier B., Wroblewska A., Desland F., Chudnovskiy A., Mortha A., Dominguez C. (2019). The cis-Regulatory Atlas of the Mouse Immune System. Cell.

[39] Reyna J., Fetter K., Ignacio R., Ali Marandi C.C., Ma A., Rao N., Jiang Z., Figueroa D.S., Bhattacharyya S., Ay F. (2025). Loop Catalog: a comprehensive HiChIP database of human and mouse samples. bioRxiv.

[40] Di Tommaso P., Chatzou M., Floden E.W., Barja P.P., Palumbo E., Notredame C. (2017). Nextflow enables reproducible computational workflows. Nat. Biotechnol..

[41] Fulco C.P., Nasser J., Jones T.R., Munson G., Bergman D.T., Subramanian V., Grossman S.R., Anyoha R., Doughty B.R., Patwardhan T.A. (2019). Activity-by-contact model of enhancer-promoter regulation from thousands of CRISPR perturbations. Nat. Genet..

[42] Mumbach M.R., Satpathy A.T., Boyle E.A., Dai C., Gowen B.G., Cho S.W., Nguyen M.L., Rubin A.J., Granja J.M., Kazane K.R. (2017). Enhancer connectome in primary human cells identifies target genes of disease-associated DNA elements. Nat. Genet..

[43] Sahin M., Wong W., Zhan Y., Van Deynze K., Koche R., Leslie C.S. (2021). HiC-DC+ enables systematic 3D interaction calls and differential analysis for Hi-C and HiChIP. Nat. Commun..

[44] Bhattacharyya S., Chandra V., Vijayanand P., Ay F. (2019). Identification of significant chromatin contacts from HiChIP data by FitHiChIP. Nat. Commun..

[45] Chen P.B., Fiaux P.C., Zhang K., Li B., Kubo N., Jiang S., Hu R., Rooholfada E., Wu S., Wang M. (2022). Systematic discovery and functional dissection of enhancers needed for cancer cell fitness and proliferation. Cell Rep..

[46] Barajas-Mora E.M., Kleiman E., Xu J., Carrico N.C., Lu H., Oltz E.M., Murre C., Feeney A.J. (2019). A B-Cell-Specific Enhancer Orchestrates Nuclear Architecture to Generate a Diverse Antigen Receptor Repertoire. Mol. Cell.

[47] Barajas-Mora E.M., Lee L., Lu H., Valderrama J.A., Bjanes E., Nizet V., Feeney A.J., Hu M., Murre C. (2023). Enhancer-instructed epigenetic landscape and chromatin compartmentalization dictate a primary antibody repertoire protective against specific bacterial pathogens. Nat. Immunol..

[48] Pongubala J.M.R., Murre C. (2021). Spatial Organization of Chromatin: Transcriptional Control of Adaptive Immune Cell Development. Front. Immunol..

[49] Lin Y.C., Benner C., Mansson R., Heinz S., Miyazaki K., Miyazaki M., Chandra V., Bossen C., Glass C.K., Murre C. (2012). Global changes in the nuclear positioning of genes and intra- and interdomain genomic interactions that orchestrate B cell fate. Nat. Immunol..

[50] Somasundaram R., Jensen C.T., Tingvall-Gustafsson J., Åhsberg J., Okuyama K., Prasad M., Hagman J.R., Wang X., Soneji S., Strid T. (2021). EBF1 and PAX5 control pro-B cell expansion via opposing regulation of the Myc gene. Blood.

[51] Zolotarev N., Bayer M., Grosschedl R. (2022). EBF1 is continuously required for stabilizing local chromatin accessibility in pro-B cells. Proc. Natl. Acad. Sci. USA.

[52] Tian K., Henderson R.E., Parker R., Brown A., Johnson J.E., Bateman J.R. (2019). Two modes of transvection at the eyes absent gene of Drosophila demonstrate plasticity in transcriptional regulatory interactions in cis and in trans. PLoS Genet..

[53] Oudelaar A.M., Harrold C.L., Hanssen L.L.P., Telenius J.M., Higgs D.R., Hughes J.R. (2019). A revised model for promoter competition based on multi-way chromatin interactions at the alpha-globin locus. Nat. Commun..

[54] Quintero-Cadena P., Sternberg P.W. (2016). Enhancer Sharing Promotes Neighborhoods of Transcriptional Regulation Across Eukaryotes. G3 (Bethesda).

[55] Ramamoorthy S., Kometani K., Herman J.S., Bayer M., Boller S., Edwards-Hicks J., Ramachandran H., Li R., Klein-Geltink R., Pearce E.L. (2020). EBF1 and Pax5 safeguard leukemic transformation by limiting IL-7 signaling, Myc expression, and folate metabolism. Genes Dev..

[56] Arnold C.D., Zabidi M.A., Pagani M., Rath M., Schernhuber K., Kazmar T., Stark A. (2017). Genome-wide assessment of sequence-intrinsic enhancer responsiveness at single-base-pair resolution. Nat. Biotechnol..

[57] Butler J.E., Kadonaga J.T. (2001). Enhancer-promoter specificity mediated by DPE or TATA core promoter motifs. Genes Dev..

[58] Juven-Gershon T., Kadonaga J.T. (2010). Regulation of gene expression via the core promoter and the basal transcriptional machinery. Dev. Biol..

[59] Zabidi M.A., Arnold C.D., Schernhuber K., Pagani M., Rath M., Frank O., Stark A. (2015). Enhancer-core-promoter specificity separates developmental and housekeeping gene regulation. Nature.

[60] Akbari O.S., Bae E., Johnsen H., Villaluz A., Wong D., Drewell R.A. (2008). A novel promoter-tethering element regulates enhancer-driven gene expression at the bithorax complex in the Drosophila embryo. Development.

[61] Batut P.J., Bing X.Y., Sisco Z., Raimundo J., Levo M., Levine M.S. (2022). Genome organization controls transcriptional dynamics during development. Science.

[62] Kwon D., Mucci D., Langlais K.K., Americo J.L., DeVido S.K., Cheng Y., Kassis J.A. (2009). Enhancer-promoter communication at the Drosophila engrailed locus. Development.

[63] Qian S., Varjavand B., Pirrotta V. (1992). Molecular analysis of the zeste-white interaction reveals a promoter-proximal element essential for distant enhancer-promoter communication. Genetics.

[64] Oh S., Shao J., Mitra J., Xiong F., D'Antonio M., Wang R., Garcia-Bassets I., Ma Q., Zhu X., Lee J.H. (2021). Enhancer release and retargeting activates disease-susceptibility genes. Nature.

[65] Dillon N., Trimborn T., Strouboulis J., Fraser P., Grosveld F. (1997). The effect of distance on long-range chromatin interactions. Mol. Cell.

[66] Kmita M., Fraudeau N., Hérault Y., Duboule D. (2002). Serial deletions and duplications suggest a mechanism for the collinearity of Hoxd genes in limbs. Nature.

[67] Eberhard D., Jiménez G., Heavey B., Busslinger M. (2000). Transcriptional repression by Pax5 (BSAP) through interaction with corepressors of the Groucho family. EMBO J..

[68] Heavey B., Charalambous C., Cobaleda C., Busslinger M. (2003). Myeloid lineage switch of Pax5 mutant but not wild-type B cell progenitors by C/EBPalpha and GATA factors. EMBO J..

[69] Hill L., Ebert A., Jaritz M., Wutz G., Nagasaka K., Tagoh H., Kostanova-Poliakova D., Schindler K., Sun Q., Bönelt P. (2020). Wapl repression by Pax5 promotes V gene recombination by Igh loop extrusion. Nature.

[70] Linderson Y., Eberhard D., Malin S., Johansson A., Busslinger M., Pettersson S. (2004). Corecruitment of the Grg4 repressor by PU.1 is critical for Pax5-mediated repression of B-cell-specific genes. EMBO Rep..

[71] Nechanitzky R., Akbas D., Scherer S., Györy I., Hoyler T., Ramamoorthy S., Diefenbach A., Grosschedl R. (2013). Transcription factor EBF1 is essential for the maintenance of B cell identity and prevention of alternative fates in committed cells. Nat. Immunol..

[72] Astori A., Tingvall-Gustafsson J., Kuruvilla J., Coyaud E., Laurent E.M.N., Sunnerhagen M., Åhsberg J., Ungerbäck J., Strid T., Sigvardsson M. (2020). ARID1a Associates with Lymphoid-Restricted Transcription Factors and Has an Essential Role in T Cell Development. J. Immunol..

[73] Wang Y., Zolotarev N., Yang C.Y., Rambold A., Mittler G., Grosschedl R. (2020). A Prion-like Domain in Transcription Factor EBF1 Promotes Phase Separation and Enables B Cell Programming of Progenitor Chromatin. Immunity.

[74] Gao H., Lukin K., Ramírez J., Fields S., Lopez D., Hagman J. (2009). Opposing effects of SWI/SNF and Mi-2/NuRD chromatin remodeling complexes on epigenetic reprogramming by EBF and Pax5. Proc. Natl. Acad. Sci. USA.

[75] Maurano M.T., Humbert R., Rynes E., Thurman R.E., Haugen E., Wang H., Reynolds A.P., Sandstrom R., Qu H., Brody J. (2012). Systematic localization of common disease-associated variation in regulatory DNA. Science.

[76] Okuyama K., Strid T., Kuruvilla J., Somasundaram R., Cristobal S., Smith E., Prasad M., Fioretos T., Lilljebjörn H., Soneji S. (2019). PAX5 is part of a functional transcription factor network targeted in lymphoid leukemia. PLoS Genet..

[77] Dionne C.J., Tse K.Y., Weiss A.H., Franco C.B., Wiest D.L., Anderson M.K., Rothenberg E.V. (2005). Subversion of T lineage commitment by PU.1 in a clonal cell line system. Dev. Biol..

[78] Graham F.L., Smiley J., Russell W.C., Nairn R. (1977). Characteristics of a human cell line transformed by DNA from human adenovirus type 5. J. Gen. Virol..

[79] Nakano T., Kodama H., Honjo T. (1994). Generation of lymphohematopoietic cells from embryonic stem cells in culture. Science.

[80] Schmitt T.M., Zúñiga-Pflücker J.C. (2002). Induction of T cell development from hematopoietic progenitor cells by delta-like-1 in vitro. Immunity.

[81] Zhu H., Shyh-Chang N., Segrè A.V., Shinoda G., Shah S.P., Einhorn W.S., Takeuchi A., Engreitz J.M., Hagan J.P., Kharas M.G. (2011). The Lin28/let-7 axis regulates glucose metabolism. Cell.

[82] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[83] Ramírez F., Ryan D.P., Grüning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dündar F., Manke T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[84] Zhang Y., Liu T., Meyer C.A., Eeckhoute J., Johnson D.S., Bernstein B.E., Nusbaum C., Myers R.M., Brown M., Li W., Liu X.S. (2008). Model-based analysis of ChIP-Seq (MACS). Genome Biol..

[85] Li Q.B., Brown J.B., Huang H., Bickel P.J. (2011). Measuring reproducibility of high-throughput experiments. Ann. Appl. Stat..

[86] Servant N., Varoquaux N., Lajoie B.R., Viara E., Chen C.J., Vert J.P., Heard E., Dekker J., Barillot E. (2015). HiC-Pro: an optimized and flexible pipeline for Hi-C data processing. Genome Biol..

[87] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[88] Li B., Dewey C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinf..

[89] Heinz S., Benner C., Spann N., Bertolino E., Lin Y.C., Laslo P., Cheng J.X., Murre C., Singh H., Glass C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[90] Gu Z., Eils R., Schlesner M. (2016). Complex heatmaps reveal patterns and correlations in multidimensional genomic data. Bioinformatics.

[91] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[92] Stark R., Brown G. (2011). http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf.

[93] Wickham H. (2016).

[94] Yu G., Wang L.G., Han Y., He Q.Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[95] Quinlan A.R., Hall I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[96] Bruse N., van Heeringen S.J. (2018). GimmeMotifs: an analysis framework for transcription factor motif analysis. bioRxiv.

[97] Gu Z., Gu L., Eils R., Schlesner M., Brors B. (2014). circlize Implements and enhances circular visualization in R. Bioinformatics.

[98] Gao C.H., Chen C., Akyol T., Dusa A., Yu G., Cao B., Cai P. (2024). ggVennDiagram: Intuitive Venn diagram software extended. Imeta.

[99] Bonfield J.K., Marshall J., Danecek P., Li H., Ohan V., Whitwham A., Keane T., Davies R.M. (2021). HTSlib: C library for reading/writing high-throughput sequencing data. GigaScience.

[100] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D., Amin N., Schwikowski B., Ideker T. (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res..

[101] Lex A., Gehlenborg N., Strobelt H., Vuillemot R., Pfister H. (2014). UpSet: Visualization of Intersecting Sets. IEEE Trans. Vis. Comput. Graph..

[102] Langmead B., Trapnell C., Pop M., Salzberg S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

# Supplementary material for: Chromatin interaction-based annotation of regulatory elements reveals dynamic promoter-enhancer interactions in lymphocyte development
**Source:** iScience. 2025 Jun 9;28(7):112855. doi: 10.1016/j.isci.2025.112855
**Supplement:** Document S1. Figures S1–S3

## **Supplemental information**

### **Chromatin interaction-based annotation of regulatory elements reveals dynamic promoter-enhancer interactions in lymphocyte development**

**Johanna Tingvall-Gustafsson, Christina T. Jensen, Jonas Ungerbäck, and Mikael Sigvardsson**

S1

A

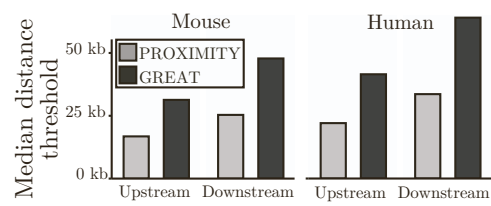

B

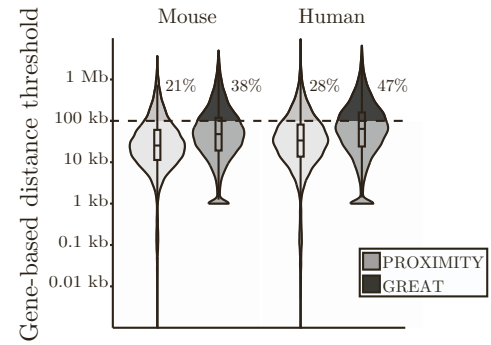

C

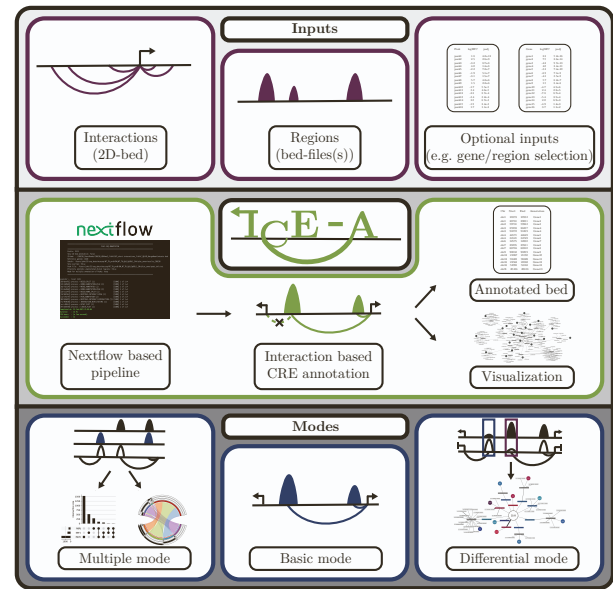

D

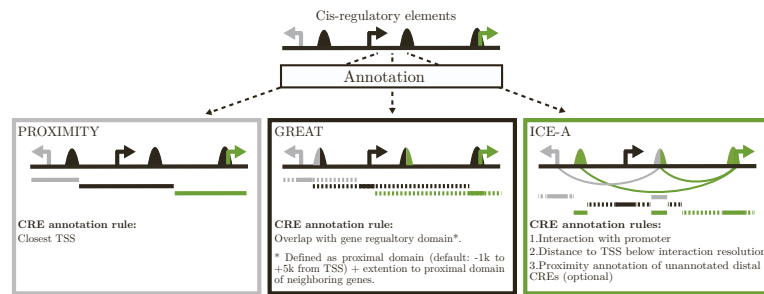

E

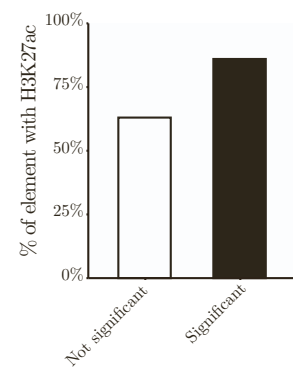

F

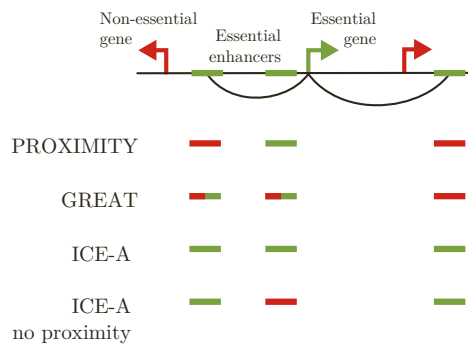

G

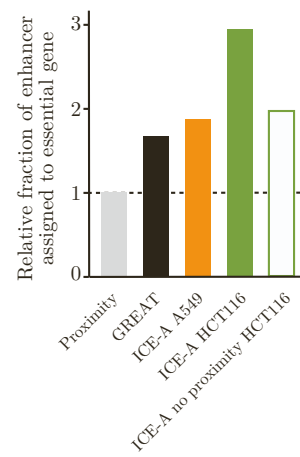

H

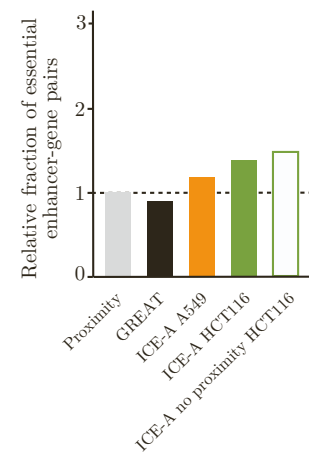

**Supplementary Figure 1. Interaction-based annotation can improve target gene assignment for distal regulatory elements in a cell type specific manner.** **A.** Median upstream and downstream distance thresholds for the identification of DREs using standard proximity annotation or GREAT for the mouse (mm10) and human (hg19). **B.** Violin plot of upper distance limits for the identification of DREs using standard proximity annotation or GREAT. The percentage of genes with a distance threshold >100 kb is presented. **C.** Schematic overview of ICE-A, a tool for chromatin interaction-based annotation of genomic regions. **D.** Schematic representation of different DRE to target gene annotation methods, including standards proximity annotation, GREAT, and ICE-A interaction-based annotation. **E.** Percentage of candidate regions from Fulco *et al.* with H3K27ac, grouped based on if a significant effect on target gene expression was observed. **D-F.** Benchmarking of ICE-A using essential enhancers for cancer fitness from Chen et al. 2022. For interaction-based annotation approaches H3K4me3 PLAC-seq data (bin size 10kb) from HCT-116 and A549 cell lines are used, **D.** Schematic illustration of the different annotation methods including Proximity annotation, GREAT and ICE-A. In addition, ICE-A without proximity annotation is included. **E.** Fraction of essential enhancers in HCT-116 cell line identified with different annotation methods, presented as relative fraction compared to proximity annotation. **F.** Relative fraction of essential genes among the assigned target genes for essential enhancers.

S2

A

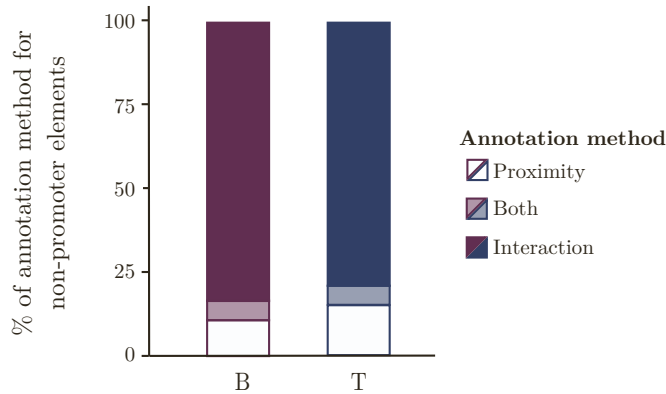

B

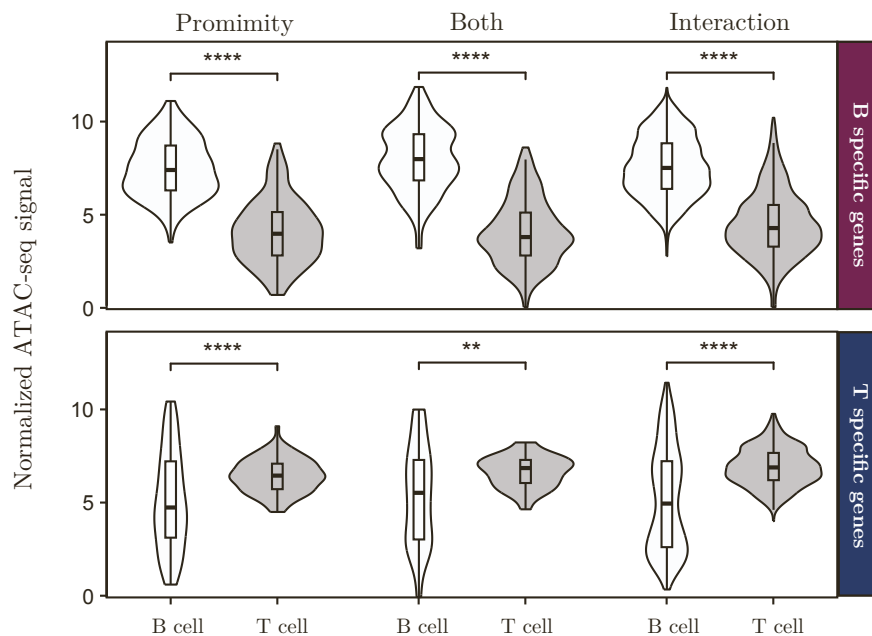

**Supplementary Figure 2. ICE-A-based annotation identify elements with a lineage specific chromatin status using both proximity– and interaction-based annotation. A.** Percentage of non-promoter elements associated to B- and T-cell specific genes identified using proximity or interaction-based annotation with ICE-A, related to Figure 2B. **B.** Chromatin accessibility of elements from A, in 230-238 B progenitor cell line and Scid.adh.2C2 T progenitor cell line. Statistical analyses are based on the Mann–Whitney *U*-test, \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ .

S3  
A

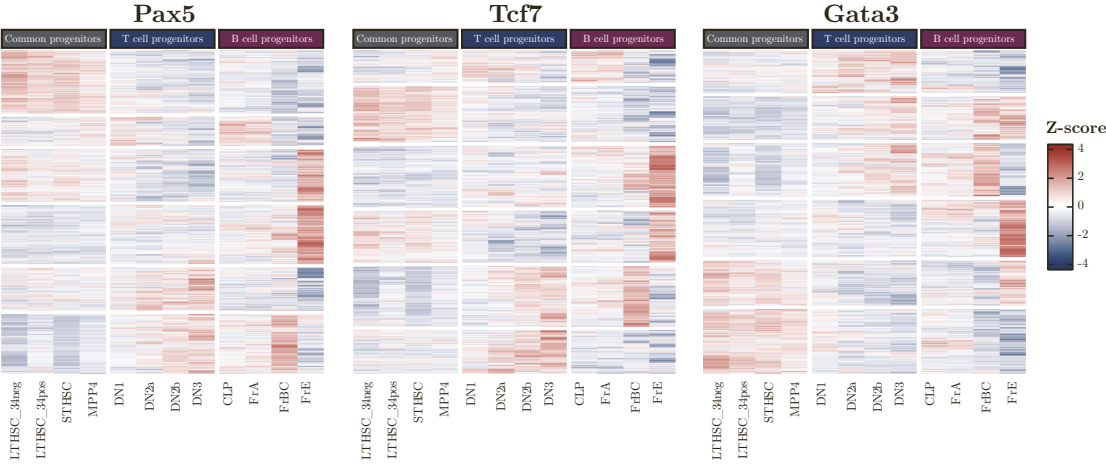

B

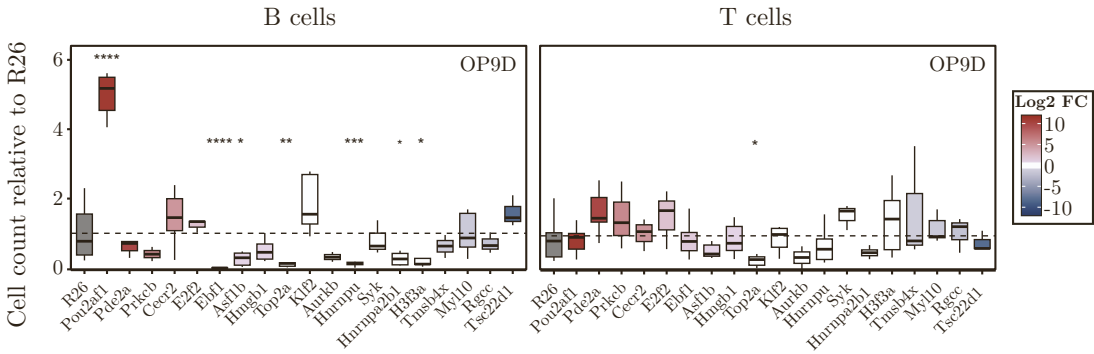

C

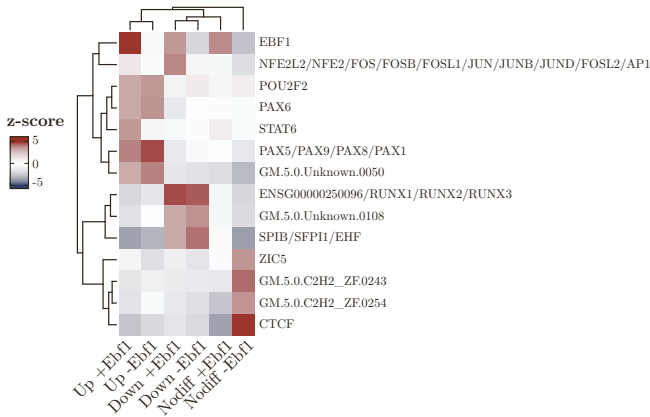

D

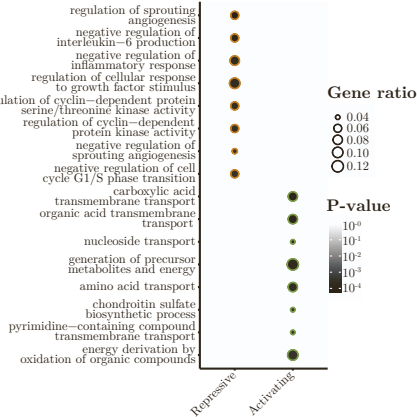

**Supplementary Figure 3. Lineage restricted transcription are integrated into the gene-regulatory networks of commonly expressed genes.** **A.** Heatmap with the z-score of normalized gene expression in early lymphoid progenitors from the Immgen dataset (GSE100738), for genes bound by the lineage-specific TFs PAX5, TCF7 and GATA3. **B.** Diagram displaying the relative number of generated B- and T-cells 11 days after induced CRISPR/Cas9-based inactivation of putative EBF1 targets in KIT<sup>+</sup> cells. Cells are *in vitro* incubated on OP9 stroma cells and compared to R26 control. The red to blue color scale represents log2FC *Wt* vs *Ebf1*<sup>-/-</sup> from RNA seq data. Data is based on at least 3 separate experiments, and samples (n=3-12) with a single guide or pool of individual guides are aggregated per gene. Statistical analysis is based on students t-test using the R26 control guide as reference: \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001. **C.** Comparative motif enrichment of a consensus set of open chromatin element from *Wt* and *Ebf1*<sup>-/-</sup> ATAC-seq data, grouped by EBF1 occupancy and differential chromatin accessibility in *Wt* vs *Ebf1*<sup>-/-</sup> (from Figure 3D). **D.** Gene ontology (GO) analysis of enriched biologic processes for genes with EBF1-addicted activation or repression. The top 50 genes based on the fold-changes in EBF1 degradation are included in the enrichment analysis.

How the deposited data were processed for this re-analysis (not part of the article)

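H3K4me3 ChIP-seq was performed in Scid.adh.2C2, a mouse T cell progenitor cell line, and in the Abelson-transformed mouse pre-B cell line of the study, with 2 H3K4me3 ChIP libraries and 1 input library each. The samples were assigned to a cell line, antibody and replicate from the sample labels and Table S1A. The authors trimmed the reads with Trim Galore, mapped them to mm10 (GRCm38) with Bowtie2, called peaks with MACS2 in narrow mode at a q-value threshold of 0.05 against the matching input, and kept the optimal peak set at an IDR threshold of 0.05 between the replicates. For each line the authors deposited 1 peak list in which both replicates are combined. Each peak has a position, a summit, an IDR score, a fold enrichment over background, a −log10 p-value and a −log10 q-value. The score, the fold enrichment ratio and the −log10 p-value and q-value are the authors' values from their peak caller and were used without change, only within a list.

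The lists hold no values per replicate and no read counts, so the depth of the libraries is unknown, no spread between replicates can be given, and a promoter without a peak can only be described as one at which no peak passed the authors' thresholds. Wilson 95% intervals are given for shares and cover counting error only. Neighbouring peaks and genes are not independent, so that intervals over large numbers of peaks are narrower than the true uncertainty.

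Gene positions and TSSs were taken from GENCODE release M21 on GRCm38, the build the peaks were called on. Symbols of Table S1B were matched to this annotation directly or through the symbols and synonyms of the RefSeq gene table of the same assembly. A promoter was the region 2500 bp either side of each TSS of a gene, and it was marked when a peak overlapped it by at least 1 bp. Peaks were shared between the lines when they overlapped by at least 1 bp. Marked and unmarked genes were compared between the T-lineage and B-lineage lists by Fisher's exact test, two-sided, and log2 odds ratios were computed after adding 0.5 to each cell. Genes marked in 1 line only were compared between the lines by an exact binomial sign test, two-sided. The highest fold enrichment per marked promoter was compared between the lists by a permutation test of the difference of medians on the log2 scale, with 100000 resamples. For stretches, both lists were merged where peaks overlapped, and the longest run of consecutive regions present in 1 line only was compared with 10000 random reorderings of the line labels within chromosomes. Overlapping promoters share peaks, as Atp5c1 and Kin do, and such a peak was counted for each gene.

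The genes named in the text were chosen by a rule set before the data were examined. They are the lineage transcription factors Tcf7, Gata3, Bcl11b, Tcf3, Ebf1 and Pax5, of which the paper names Bcl11b and Tcf3 in its introduction only, the genes drawn in Figure 4D, Myc, Klf2, H3f3a, Hnrnpa2b1, Hnrnpu and Top2a, and from each list of Table S1B the 5 genes with the highest promoter fold enrichment among those marked in 1 line only, for each line. Other genes are named as chosen after their values were seen. The alternatives, fixed at the same time, were a promoter window of 1000 bp or 5000 bp, peaks of at least 10-fold enrichment, peaks with an IDR score of 1000, equal numbers of peaks in both lists, the peak summit inside the window, 1 TSS per gene, TSSs inferred from Tables S1C and S1D, the −log10 q or the covered length in place of the fold enrichment, other overlap rules for shared peaks, bins holding the summit, and other merging and filtering rules for the stretches.

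The functions were tested on simulated data. Of 4433 isolated promoters given a simulated peak, 100% were called marked, and of 4605 given none, 0% were. The simulated peaks were placed to overlap the window and away from other promoters, so that both shares hold by construction. Overlapping promoters were not simulated. With 60% against 40% of 240 genes marked, 198 of 200 simulated pairs of lists had a Fisher p under 0.05, and with equal shares 10 of 200 had. Sign tests on equal odds passed this threshold in 9 of 200 simulations and permutation tests on equal groups in 11 of 200. With a stretch of 25 peaks planted, the longest run held at least 25 peaks in all 100 label sets. That result holds by construction, and the place of the run was not checked. Of 100 shuffled label sets, 3 exceeded the 95th percentile of the reorderings. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

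PLAC-seq, ATAC-seq, RNA-seq and the ChIP-seq of *Wt* and *Ebf1*-/- pro-B cells were not analysed here. The input libraries entered only through the authors' peak calling.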

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

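The tests of the length of the lists, of exchanged lists by the stretch and by B-lineage genes, of single V segments with repeated sequence and of merged regions inside a stretch were chosen after the results were seen.

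The methods name the H3K4me3 ChIP-seq of the pre-B cell line, and the paper's text reports no result on its promoters. In its peak list 177 of 246 B-lineage promoters were marked (72.0%, 95% Wilson interval 66.0% to 77.2%), against 99 of 229 T-lineage promoters (43.2%, interval 37.0% to 49.7%), a log2 odds ratio of -1.74 (Fisher's exact test, two-sided, p = 2.11e-10). Among all protein-coding genes 10570 of 21951 were marked (48.2%). The contrast between the gene lists thus went opposite ways in the 2 lines. Gene by gene, 66 T-lineage genes were marked in Scid.adh.2C2 only and 28 in the pre-B cell line only (exact sign test, two-sided, p = 0.000111), while 11 B-lineage genes were marked in Scid.adh.2C2 only and 92 in the pre-B cell line only (exact sign test, two-sided, p = 4.45e-17). The difference between the lists was a log2 odds ratio of 4.23 (Fisher's exact test, two-sided, p = 1.43e-18). A further 71 T-lineage and 85 B-lineage genes were marked in both lines, and 64 and 58 in neither. The T-lineage genes with the highest peaks in Scid.adh.2C2 only were Cd3e, Gata3, Thy1, Cd3g and Fam169b, and the B-lineage genes with the highest peaks in the pre-B cell line only were St6gal1, Map3k8, S1pr1, Atp1b1 and Gpat3. Against the lineage, Myl10, Synj2, Arhgap9, 5830418P13Rik and Socs1 of the T-lineage list were highest among the genes marked in the pre-B cell line only, and Elof1, Trib2, Serinc5, Plxdc1 and Bmal1 of the B-lineage list among those marked in Scid.adh.2C2 only. Some of these depend on the promoter window. With 5000 bp, Cd3e had a peak in the pre-B cell line and 5830418P13Rik had a peak in Scid.adh.2C2, and with 1000 bp Plxdc1 had none in Scid.adh.2C2. The Socs1 peak has its summit outside the window of 2500 bp.

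The greater length of the list of the pre-B cell line would raise the marked share of both gene lists, but the share of T-lineage genes was lower there, at 43.2% against 59.8%. With only peaks of at least 10-fold enrichment, the log2 odds ratio between the lists was 4.56 (Fisher's exact test, two-sided, p = 1.39e-18). The difference therefore did not need the weaker peaks. The cutoff was applied to both lines, and a promoter above it in 1 line can lie just below it in the other. A role of peaks near a threshold is thus not excluded. The 92 B-lineage genes marked in the pre-B cell line only are the pattern itself and cannot exclude an exchange of the lists between the lines. An exchange would place the longest stretch of the pre-B cell line in the T cell progenitor line, and this stretch holds 81 immunoglobulin V genes, none of which is in Table S1B, which argues against it. Some T cell receptor genes of Table S1B, chosen after their values were seen, go the other way. Trgv4, Trgc1, Trgc2 and Trgc3 were marked in the pre-B cell line only, with 18.9-fold, 14.5-fold, 17.5-fold and 8.99-fold enrichment. Trbc2 was marked in Scid.adh.2C2 only, with 20.5-fold enrichment, and Trgv2 and Trgc4 in neither line. At promoters of antigen receptor genes outside Table S1B and the stretches the peaks were too few to decide. Peaks without a partner numbered 0 in Scid.adh.2C2 and 1 in the pre-B cell line at immunoglobulin promoters, and 11 and 5 at T cell receptor promoters (log2 odds ratio 2.65, Fisher's exact test, two-sided, p = 0.353). Some T cell receptor genes inside Table S1B, chosen after their values were seen, went against the lineage. Trgv4, Trgc1, Trgc2 and Trgc3 were marked in the pre-B cell line only. Trbc2 was marked in Scid.adh.2C2 only, and Trgv2 and Trgc4 in neither line. With 1 combined list per line, differences between the lines that are not due to lineage, such as the culture or the transformation of a line, were not tested. A difference in lineage remains a hypothesis. The counts over the gene lists go with it, and Trgv4, Trgc1, Trgc2 and Trgc3 do not. Table S1B was itself selected by expression in the corresponding lineages.

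The longest stretch of consecutive peaks present in the pre-B cell line only held 27 peaks, on chromosome 6 of GRCm38 from 68210268 to 70608846. In 10000 reorderings of the line labels the longest stretch was 20, so that the permutation p was 0.0001, the smallest these reorderings can give. The reorderings treat neighbouring peaks as independent. A small p therefore shows only that peaks of the line are not placed independently along the chromosome. The stretch lies in the immunoglobulin kappa V region, with 81 annotated V genes, 58 V pseudogenes and no gene annotated as protein-coding, and 11 of its peaks overlapped a promoter window. The median fold enrichment was 8.73, below the 19.5 of the shared peaks of the pre-B cell line. Division of 1 wide domain into many peaks would leave few peaks after merging peaks within 1000 bp, but the longest stretch still held 21 peaks at the same place, where 21 separate regions were counted. Reads shared between near-identical V segments are argued against for 14 of the 27 peaks. In these, at least 90% of the 32-mers occurred once on the chromosome, and in the median peak 90.7% did. Other chromosomes were not searched. The share of such 32-mers was under 90% in 13 of the 27 peaks and as low as 37.2%. For these 13 peaks shared reads cannot be told apart from a signal of their own. The length of the stretch without them was not tested. Loss of this DNA in Scid.adh.2C2 cannot be told apart from an inactive locus either. A stretch found by the absence of Scid.adh.2C2 peaks holds none by construction, whichever is true. Of its 27 peaks in the pre-B cell line, 9 were at least 10-fold enriched, and the highest was 27.3-fold. Activity of the kappa locus in a B cell progenitor line is an open explanation that was not tested.

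The longest stretch present in Scid.adh.2C2 only held 26 peaks, on chromosome 12 from 106310149 to 108006710, against a longest stretch of 12 in the reorderings (permutation p = 0.0001, the smallest they can give). For this p, too, neighbouring peaks were treated as independent. The stretch spans 1696562 bp and reaches from the region downstream of Bcl11b to the Bcl11b promoter. Bcl11b lies from 107910403 to 108003602 on the minus strand. The stretch holds 22 annotated genes, of which 2 are protein-coding. Of its peaks, 6 overlapped a promoter window. After merging peaks within 1000 bp the longest stretch of the line held 19 peaks, but it then lay on chromosome 7. Inside the stretch on chromosome 12, 17 separate regions were left, which argues against 1 divided domain. The median fold enrichment was 8.17, against 23.8 for the shared peaks of Scid.adh.2C2. Of the 26 peaks, 11 were at least 10-fold enriched, and the highest was 34.8-fold. Loss of this DNA in the pre-B cell line cannot be told apart from an inactive locus for the same reason as above. Bcl11b is on the T-lineage list of Table S1B. Distal elements of Bcl11b that carry H3K4me3 in pro-T cells are a candidate explanation that was not tested.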

How the results depend on the processing

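No paired analysis was possible because each line has 1 peak list in which the authors combined the replicates. For the same reason leaving out each replicate in turn could not be run, and the depth of the libraries, which limits how many weak peaks are found, is unknown.

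The comparisons of the T-lineage and B-lineage lists kept their direction and their side of the threshold (Fisher's exact test, two-sided, p under 0.05) in every alternative that gives a test: both windows, peaks of at least 10-fold enrichment, peaks with an IDR score of 1000, equal numbers of peaks, the summit inside the window and 1 TSS per gene. In Scid.adh.2C2 the log2 odds ratio ranged from 0.93 with 1 TSS per gene to 1.28 with a window of 5000 bp, and in the pre-B cell line from -1.86 with peaks of at least 10-fold enrichment to -1.62 with a window of 5000 bp. For the genes marked in 1 line only, the log2 odds ratio between the lists ranged from 4.19 with 1 TSS per gene to 4.56 with peaks of at least 10-fold enrichment. Using equal numbers of peaks shortens only the list of the pre-B cell line and therefore left the Scid.adh.2C2 shares as they were. On the TSSs from Tables S1C and S1D no test was run because the copy of these tables was incomplete.

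The shares behind these comparisons moved beyond their 95% intervals in 5 cases. With 1 TSS per gene, 53.3% of T-lineage promoters were marked in Scid.adh.2C2 and 36.7% in the pre-B cell line. At the TSSs from Tables S1C and S1D, 86.3% of 51 T-lineage genes were marked in Scid.adh.2C2 and 35.3% in the pre-B cell line, and 84.9% of 86 B-lineage genes were marked in the pre-B cell line. Genes with only a single element in the copy of these tables gave no TSS. The genes with an inferred TSS are fewer and differ from the full lists, and apart from this the cause was not tested. The paper assigned their elements by proximity or by H3K4me3 PLAC-seq interactions of the matching line. The genes can therefore be preselected for a marked promoter in that line. For this reason the shares of 86.3% and 84.9% cannot be compared with those of the full lists. For 1 TSS per gene the promoter window is smaller by construction.

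The height of the strongest promoter peak in Scid.adh.2C2 did not differ between the lists as fold enrichment, as −log10 q or with windows of 1000 bp or 5000 bp. As bp of promoter covered by peaks, the direction changed, with T-lineage promoters covered more by a log2 difference of 0.50 (permutation test, two-sided, p = 2e-05, the smallest these resamples can give). This alternative measures extent in place of height, and the cause was not tested.

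The shares of peaks moved beyond their narrow intervals under every alternative tried. For Scid.adh.2C2 peaks shared with the pre-B cell line the share was 73.2% when the overlap had to cover the larger part of the peak, 76.7% within 1000 bp, 85.7% for peaks of at least 10-fold enrichment and 70.5% with equal numbers of peaks. For peaks of the pre-B cell line shared with Scid.adh.2C2 it was 56.0%, 63.7%, 74.6% and 71.7% in the same order, so that with equal numbers the share of the pre-B cell line was no longer the lower one. For peaks at promoters the share was 71.1% with a window of 1000 bp, 80.9% with 5000 bp and 86.7% for peaks of at least 10-fold enrichment in Scid.adh.2C2, and 64.3%, 76.9% and 82.1% in the pre-B cell line. In the Gata3 locus, 6 of the 15 Scid.adh.2C2 peaks had at least 10-fold enrichment. Looser overlap rules and wider windows raise these shares by construction, and stricter ones lower them. For shared peaks the 10-fold cutoff was applied only to the peaks counted, and the partner could have any enrichment. The cause of the higher shares among peaks of at least 10-fold enrichment was not tested.

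Both longest stretches stayed longer than in at least 95% of the reorderings, which treat neighbouring peaks as independent. Their place did not always stay the same. With unshared peaks only of at least 10-fold enrichment, the stretch of the pre-B cell line held 11 peaks and lay on chromosome 11 from 101783126 to 102156964 (permutation p = 0.0018), and the Scid.adh.2C2 stretch held 11 peaks on chromosome 12. With peaks merged within 1000 bp, the Scid.adh.2C2 stretch held 19 peaks and lay on chromosome 7 from 68128869 to 73422456, and the stretch of the pre-B cell line held 21 peaks on chromosome 6.

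Of the numbers of promoter peaks of named genes, 14 values under an alternative differed from the main value by more than counts were allowed to, and 532 did not. Bcl11b and Top2a had no peak in Scid.adh.2C2 with an IDR score of 1000, and neither did Plxdc1.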

Other observations

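The comparison of strong peaks outside the genes of Table S1B was chosen after the result with all peaks was seen.

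Of the genes named by the rule, Myc had no promoter peak in Scid.adh.2C2 although it had a 31.9-fold enriched peak in the pre-B cell line, and Hnrnpu had none in either line. A candidate explanation is that the IDR filter left out some of the strongest peaks. The 5% of Scid.adh.2C2 peaks with the highest −log10 p lacked a partner in the pre-B cell line in 6.58% of cases, against 3.95% in the next 15% (Fisher's exact test, two-sided, p = 0.00393). In the list of the pre-B cell line these shares were 11.3% and 7.79% (Fisher's exact test, two-sided, p = 0.00102). Without the peaks at promoters of Table S1B, which could lack a partner because of their lineage, they were 5.55% and 3.54% in Scid.adh.2C2 (Fisher's exact test, two-sided, p = 0.0187) and 10.1% and 7.37% in the pre-B cell line (p = 0.00881). The IDR score points the same way, since among 10 groups of Scid.adh.2C2 peaks ranked by −log10 p, 89.4% of the strongest group had the highest score, against 98.7% of the group next to it. When the peaks were ranked by fold enrichment, a comparison run together with that by −log10 p, however, the upper 5% and the next 15% did not differ, with 4.39% and 4.38% in Scid.adh.2C2 (Fisher's exact test, two-sided, p = 1) and 9.18% and 9.08% in the pre-B cell line (p = 0.949). Loss of wide domains cannot be told apart from other reasons, since among the widest 5% of peaks 13.2% lacked a partner in Scid.adh.2C2 against 9.02% in the next 15% (Fisher's exact test, two-sided, p = 0.00118), but in the pre-B cell line the shares were 19.9% and 17.7% (p = 0.127). Lineage-specific genes outside Table S1B remain an untested explanation for strong peaks without a partner, and neither test shows what happened at Myc or Hnrnpu themselves.

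Marked T-lineage promoters were covered by more bp of peaks than marked B-lineage promoters in Scid.adh.2C2, at similar fold enrichment. A larger number of annotated TSSs, which lengthens the promoter window, is argued against, since the log2 difference was 0.37 with 1 TSS per gene (2576.5 bp against 1996 bp, permutation test, two-sided, p = 0.00064), and the marked T-lineage genes had a median of 4 TSSs against 5 for the B-lineage genes. If H3K4me3 covers more of a promoter in the line of the gene's own lineage, the difference should turn around in the pre-B cell line. There, marked B-lineage promoters were covered by a median of 3293 bp over 177 genes and marked T-lineage promoters by 2361 bp over 99 genes, a log2 difference of -0.48 (permutation test, two-sided, p = 2e-05, the smallest these resamples can give). With 1 TSS per gene it was -0.39 (permutation test, two-sided, p = 8e-05). These values are in line with the hypothesis. Both tests compare gene lists within 1 combined peak list, and a replicate check was not possible.

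On chromosome Y, 4 peaks were found in Scid.adh.2C2 and 5 in the pre-B cell line. The genes below were chosen after their values were seen. In the pre-B cell line the promoters of Kdm5d, Eif2s3y, Uty and Ddx3y were marked, with a highest fold enrichment of 18.2 for Kdm5d, 13.8 for Eif2s3y, 18.9 for Uty and 10.5 for Ddx3y. In Scid.adh.2C2, Kdm5d was marked with 11.2-fold and Uty with 8.66-fold enrichment, and Eif2s3y and Ddx3y were unmarked. Xist had no promoter peak in either line.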
